# Transcriptome profiling of *caspase-2* deficient *EμMyc* and *Th-MYCN* mouse tumors identifies distinct putative roles for caspase-2 in neuronal differentiation and immune signaling

**DOI:** 10.1038/s41419-018-1296-0

**Published:** 2019-01-22

**Authors:** Loretta Dorstyn, Emily Hackett-Jones, Andrej Nikolic, Murray D. Norris, Yoon Lim, John Toubia, Michelle Haber, Sharad Kumar

## Abstract

Caspase-2 is a highly conserved cysteine protease with roles in apoptosis and tumor suppression. Our recent findings have also demonstrated that the tumor suppression function of caspase-2 is context specific. In particular, while *caspase-2* deficiency augments lymphoma development in the *EμMyc* mouse model, it leads to delayed neuroblastoma development in *Th-MYCN* mice. However, it is unclear how caspase-2 mediates these differential outcomes. Here we utilized RNA sequencing to define the transcriptomic changes caused by *caspase-2* (*Casp2*^*−/−*^) deficiency in tumors from *EμMyc* and *Th-MYCN* mice. We describe key changes in both lymphoma and neuroblastoma-associated genes and identified differential expression of the EGF-like domain-containing gene, *Megf6*, in the two tumor types that may contribute to tumor outcome following loss of *Casp2*. We identified a panel of genes with altered expression in *Th-MYCN/Casp2*^*−/−*^ tumors that are strongly associated with neuroblastoma outcome, with roles in melanogenesis, Wnt and Hippo pathway signaling, that also contribute to neuronal differentiation. In contrast, we found that key changes in gene expression in the *EμMyc/Casp2*^*−/−*^ tumors, are associated with increased immune signaling and T-cell infiltration previously associated with more aggressive lymphoma progression. In addition, Rap1 signaling pathway was uniquely enriched in *Casp2* deficient *EμMyc* tumors. Our findings suggest that *Casp2* deficiency augments immune signaling pathways that may be in turn, enhance lymphomagenesis. Overall, our study has identified new genes and pathways that contribute to the caspase-2 tumor suppressor function and highlight distinct roles for caspase-2 in different tissues.

## Introduction

The role of caspases in tumor suppression has been largely ascribed to their established function in cell death^1^. Recent experimental evidence also suggests that non-apoptotic roles for caspases, including cell proliferation, inflammation, migration, or invasion, can contribute to tumorigenesis^2,3^. These features are well-established hallmarks of cancer, both independently and in co-operation with cell death evasion^4^, and may determine caspase contribution to both tumor suppression and tumor promotion in certain contexts^3^. While the mechanisms that regulate caspase functions in tumorigenesis are still unclear, there is evidence to suggest that caspases mediate their differential functions in a developmental and tissue-specific manner^1,2^.

Caspase-2 is the most evolutionarily conserved member of the mammalian caspase family^5^, with roles in apoptosis^6^, tumor suppression^7–11^, genomic stability^12^, DNA damage response^12,13^, oxidative stress response, metabolism, and ageing^6,14–18^. While mice deficient for the *caspase-2* gene (*Casp2*^*−/−*^) do not develop spontaneous age-related tumors^19^, they show enhanced genomic instability and increased tumorigenesis in different mouse models, including *EμMyc* lymphomas^7,20^, *Atm*^*−/−*^thymomas^8^; *MMTV/c-neu* mammary tumors^11^, *K-Ras*-induced lung tumors^10^, and DEN-induced hepatocellular carcinoma (HCC)^21^. Recent studies suggest that caspase-2 mediates its tumor suppressor function by inducing senescence and/or apoptosis of aneuploid cells^22,23^. As a consequence, loss of *caspase-2* leads to the survival of abnormal, multinucleated, and aneuploid cells, which are features of mitotic catastrophe and susceptibility to tumorigenesis^15,21,22^.

Correlative evidence supports a tumor suppressor function for caspase-2. The human *CASP2* gene on Ch7q34, is part of a region frequently deleted in hematological malignancies^24^. In addition, reduced *CASP2* expression has been reported in lymphoma and leukemia and correlates with poor prognosis in AML and ALL^25,26^. Somatic mutations in *CASP2*, although rare, are found in cases of high-grade colon and gastric cancer, lung, skin, and breast cancer^19,27,28^. Furthermore, in colorectal cancer reduced *CASP2* expression is caused by loss of its transcriptional regulator *BCL9L*, and is a key cause of aneuploidy tolerance, tumor progression, and resistance^29^. In contrast, *Casp2* deficiency in mice does not affect tumor onset or progression following 3-methylcholanthrene (3-MC)-induced fibrosarcoma or irradiation-driven lymphoma^20^. Our previous studies have also demonstrated that *Casp2* loss delays neuroblastoma development in the *Th-MYCN* mouse model, and that low *CASP2* expression correlates with increased survival in human neuroblastoma^30^. These findings suggest that caspase-2 has a context/tissue-specific function in tumor suppression and that both tissue and genomic variability can cooperate with caspase-2 to determine tumor outcome. To understand how caspase-2 mediates its differential functions in tumor suppression, it is important to determine if disruption of additional genes co-operate with caspase-2 in tissue-specific contexts.

In this study, we comparatively analyzed the transcriptomes of *Casp2*^*−/−*^ tumors from *EμMyc* and *Th-MYCN* mice to identify changes in transcriptional tumor networks that are influenced by *caspase-2* deficiency. While we identified several unique genes that were aberrantly expressed in the *Casp2*^*−/−*^ tumors, we found that *Megf6/EGFL3* was the only gene that was differentially expressed in the two tumor types. Our study also identified several enriched pathways and gene signatures specific to *EμMyc/Casp2*^*−/−*^ or *Th-MYCN/Casp2*^*−/−*^ tumors that may be associated with enhanced *EμMyc-*induced lymphomas and/or delayed *Th-MYCN*-mediated neuroblastoma. The cross-tumor-specific transcriptional aberrations are highly indicative of distinct roles for caspase-2 during neuronal and B-cell development that perhaps influence its tumor suppressor function.

## Results

### RNA-seq analysis of *Th-MYCN* and *EμMyc* tumors from *Casp2*^*−/−*^ mice

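Tumors of 15 mice were sequenced, 1 library per mouse, and single tumors are named here as the authors label them, for example EuMycC2ko215. In *EμMyc* mice an immunoglobulin heavy chain enhancer drives c-Myc in B cells and gives lymphoma, and in *Th-MYCN* mice the tyrosine hydroxylase promoter drives MYCN in sympathetic neuroblasts and gives neuroblastoma. The groups held 4 *EμMyc*, 3 *EμMyc/Casp2*-/-, 4 *Th-MYCN* and 4 *Th-MYCN/Casp2*-/- tumors. The paper names a further *EμMyc/Casp2*-/- tumor that it removed because it correlated poorly with the other replicates, and that tumor is not analysed here. The authors aligned the reads with STAR to mm10/GRCm38 and deposited, without normalization, the number of reads on each of 23329 genes, counted on either strand together and on each strand. The second strand column was used here, as in the paper. It held 9236641 to 13093667 reads per *EμMyc* tumor (median 11693511.5), 4940464 to 11697757 per *EμMyc/Casp2*-/- tumor (median 9627197), 13862487 to 17638029 per *Th-MYCN* tumor (median 16121193) and 10353787 to 15681695 per *Th-MYCN/Casp2*-/- tumor (median 13451052). At these depths 3 reads, taken as the smallest detectable value, correspond to between 0.170 and 0.607 CPM, which covers counting error only. Genes with over 1 CPM in at least 3 tumors were kept, library sizes were scaled by edgeR's TMM method, and all 15 tumors were fitted in a single model with a mean for each of the 4 groups.

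A gene was called a DEG with a Benjamini-Hochberg FDR under 0.05 and a change of over 2-fold. The test was edgeR's likelihood ratio test (LRT), because Supplementary Table S2 of the paper gives a likelihood ratio for every gene. The choice weighs on the number of DEGs, so the FDR of edgeR's quasi-likelihood test (QLF) is given beside that of the LRT. On simulated counts in which 200 genes were changed, 16.6% of the LRT calls in the *Th-MYCN/Casp2*-/- comparison were false against 8% of the QLF calls. In the *EμMyc/Casp2*-/- comparison the shares were 14.2% and 6.67%. Counts were drawn gene by gene, so no simulated tumor departs from its group for many genes together, as a real tumor can. These shares therefore need not hold for the DEGs of the data. Age at onset was 13 to 19 weeks in *EμMyc* and 8 to 12 weeks in *EμMyc/Casp2*-/- mice, so age and genotype cannot be told apart in the lymphomas, and mouse EuMycC2ko215, of the *EμMyc/Casp2*-/- group, was the only female among them. In the neuroblastomas the ages overlapped, at 10 to 21 weeks in *Th-MYCN* and 15 to 24 weeks in *Th-MYCN/Casp2*-/- mice, and 2 of 4 *Th-MYCN* and 3 of 4 *Th-MYCN/Casp2*-/- mice were female.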

To identify the transcriptomic differences in tumors from *Casp2*^*−/−*^ mice that are associated with delayed *Th-MYCN* induced neuroblastoma^30^ and/or enhanced *EμMyc* lymphoma development^7^, we carried out RNA sequencing on tumor tissue isolated from *Th-MYCN* and *Th-MYCN/Casp2*^*−/−*^ or from *EμMyc* and *EμMyc/Casp2*^*−/−*^ mice (Fig. 1a, Supplementary Tables S1a-b). 

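Distances between tumors were computed as leading log2 fold changes over the 500 genes that differ most within each pair. The 56 pairs of a lymphoma and a neuroblastoma lay 7.80 to 8.67 apart, while pairs of lymphomas lay 3.28 to 4.97 apart and pairs of neuroblastomas 2.31 to 3.74 apart. The mean distance between tumor types exceeded the mean distance within them by 4.80 (2-sided exact permutation test, p = 0.000155, the smallest that 6435 splits of the tumors allow). Of the settings tried on this scale, taking all genes in the distance moved this value most, to 1.76, with the same p. With 1 minus Spearman's rho over all genes as the distance it was 0.311, with the same p, on a scale that cannot be compared. Genotype did not separate the tumors in this way. In the lymphomas the median distance was 3.83 between tumors of the same genotype and 3.74 between tumors of different genotype, and in the neuroblastomas it was 3.10 and 3.34.

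**Figure D1:**
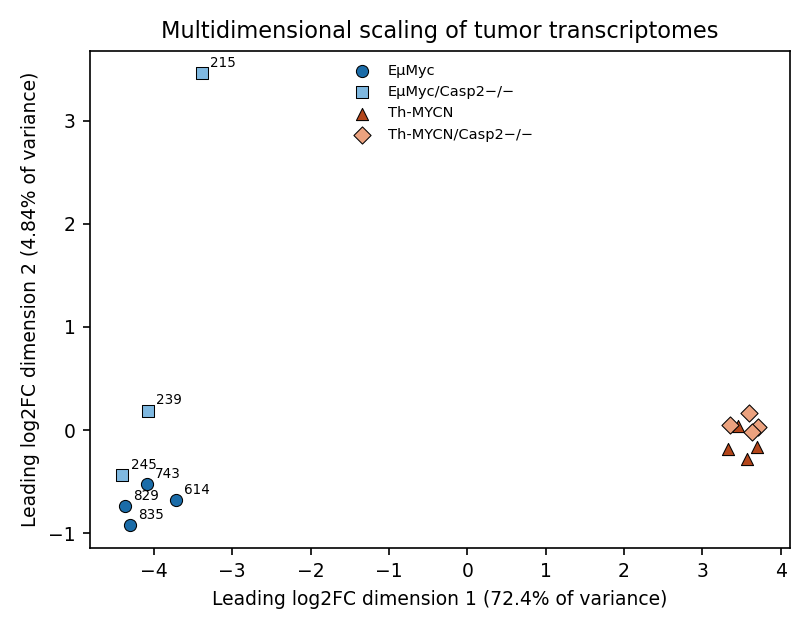
Multidimensional scaling of the 15 tumors by leading log2 fold change, with dimension 1 (72.4% of variance) on the x axis and dimension 2 (4.84%) on the y axis; each point is 1 tumor, and the lymphomas are labelled by mouse number. Dimension 1 parts the 7 lymphomas from the 8 neuroblastomas, and tumor EuMycC2ko215 lies apart from the other lymphomas on dimension 2.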

Multidimensional scaling plots showed that the *EμMyc* and *Th-MYCN* tumor transcriptomes form distinct clusters (Supplementary Figure S1a), highlighting differences in gene expression changes between the two tumor types.

**Fig. 1:**
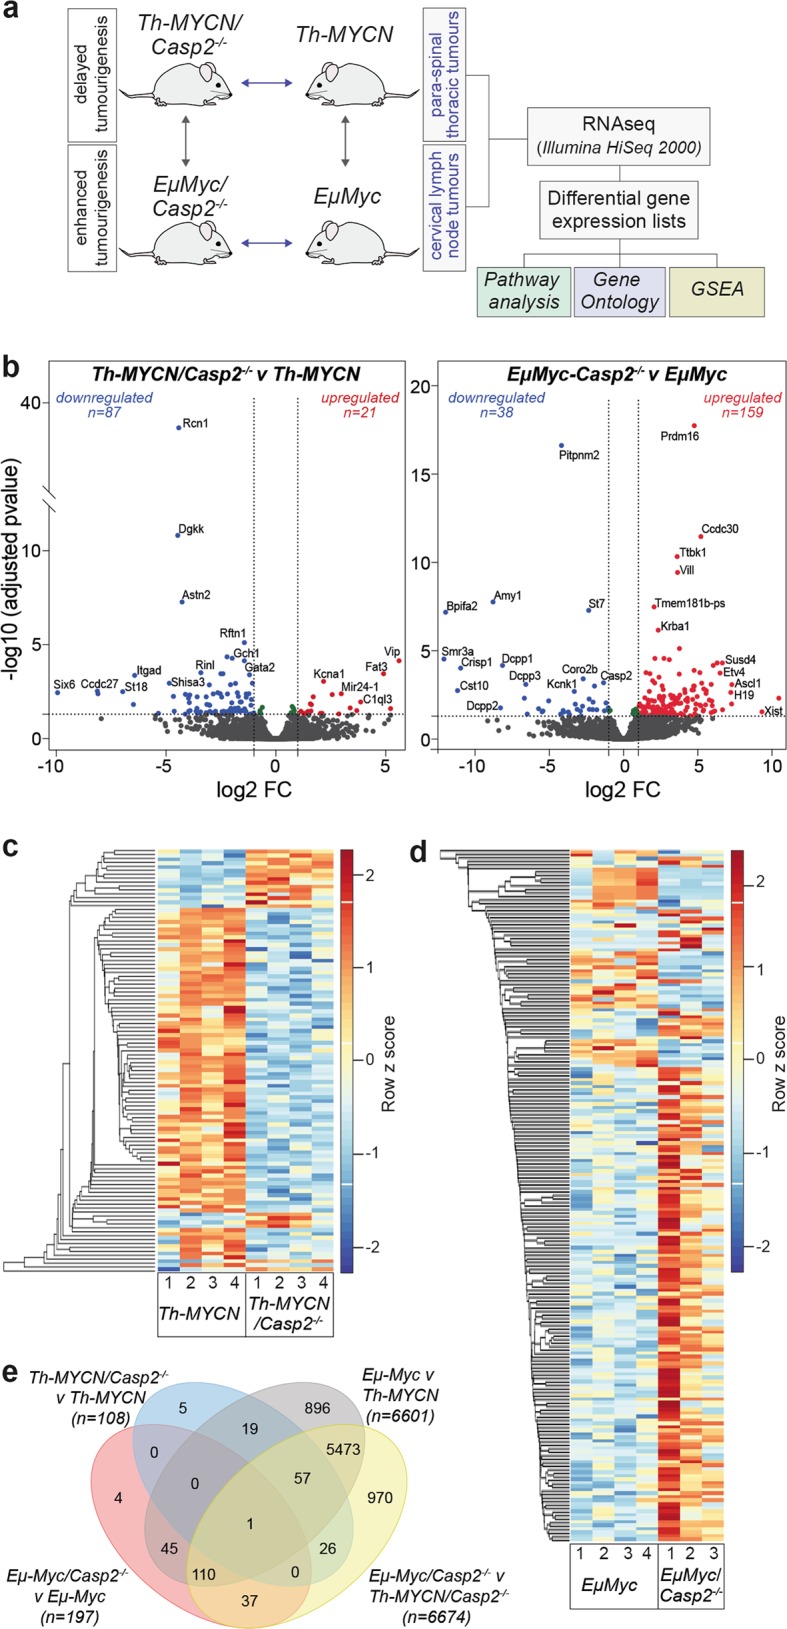
Experimental design and transcriptome profile of tumors from *Th-MYCN/Casp2*^−/−^ and *EµMyc/Casp2*^−/−^ mice. **a** Experimental design for RNA-seq and analysis of differentially expressed genes (DEGs) from tumor tissue. **b** Volcano plot illustrating DEGs in a comparison of *Th-MYCN*/*Casp2*^*−/−*^ and *Th-MYCN* tumor samples (top) or *EµMyc/Casp2*^*−/−*^ and *EµMyc* tumor samples. Colored points represent all DEGs (cut-off FDR < 0.05) with fold change > 2, that are either overexpressed (red) or underexpressed (blue) in *Casp2*^*−/−*^ compared with WT tumor counterparts. For a complete list of DEGs, see Supplementary Tables S2a and S2b. **c**, **d** Heat-maps of DEGs when comparing **c** *Th-MYCN*/*Casp2*^*−/−*^ and *Th-MYCN* and **d** *EµMyc/Casp2*^*−/−*^ and *EµMyc* tumor transcriptomes. Heat-maps display the number of increased (red) or decreased (blue) genes. For gene lists associated with heat-maps see Supplementary Tables S3a and S3b. **e** Four-way Venn diagram summary of unique and overlapping DEGs in the indicated comparison groups. The list of unique and overlapping genes in each group is provided in Supplementary Table S4a

Comparisons of the differentially expressed genes (DEGs) were performed between (i) WT and *Casp2*^*−/−*^ tumors to identify genes associated with tumorigenesis following *Casp2* loss and (ii) between the *EμMyc/Casp2*^*−/−*^ and *Th-MYCN/Casp2*^*−/−*^ tumor samples, to narrow down candidate genes affected by *Casp2* deficiency and/or that enhance lymphomagenesis in *EμMyc/Casp2*^*−/−*^ mice. These DEGs are summarized as volcano plots (Fig. 1b, Supplementary Tables S2a-f). From the heat-maps, it is clear that *Casp2* deficiency changes the expression of many genes, with more downregulated genes in *Th-MYCN/Casp2*^*−/−*^ compared to *Th-MYCN* tumors (Fig. 1c) and more upregulated genes in *EμMyc/Casp2*^*−/−*^ versus *EμMyc* tumors (Fig. 1d, Supplementary Tables S3a-b).

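In *Th-MYCN/Casp2*-/- against *Th-MYCN* tumors 28 genes were up and 93 down, and in *EμMyc/Casp2*-/- against *EμMyc* tumors 170 were up and 45 down. QLF in place of the LRT changed these counts by the largest factor of the settings tried, to 1 up and 4 down in the neuroblastomas and 14 up and 7 down in the lymphomas. Not all DEGs parted the groups in every tumor. Every *Th-MYCN/Casp2*-/- tumor lay above every *Th-MYCN* tumor for 18 of the 28 up DEGs and below for 69 of the 93 down DEGs. In the lymphomas the groups did not overlap for 66 of the up DEGs and 26 of the down DEGs. Among the *EμMyc/Casp2*-/- tumors, tumor EuMycC2ko215 had the highest expression for 125 of the 170 up DEGs.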

In total, 13,714 genes were included for analysis in each comparison group (Supplementary Tables S2a-f). 

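The low-count filter used here left 14880 of the 23329 genes for testing, the same genes for every comparison. Between 14186 and 17252 genes had at least 1 read in a tumor. Before adjustment, 1157 genes had an LRT p under 0.05 in the *Th-MYCN/Casp2*-/- comparison and 1471 in the *EμMyc/Casp2*-/- comparison.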

Of these, 108 DEGs were identified in the *Th-MYCN/Casp2*^*−/−*^ versus *Th-MYCN* tumor comparison and 197 DEGs in the *EμMyc/Casp2*^*−/−*^ versus *EμMyc* tumors (fold change [FC] > 2 and < −2; FDR < 0.05). 

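The LRT called 121 DEGs between *Th-MYCN/Casp2*-/- and *Th-MYCN* tumors and QLF 5. Between *EμMyc/Casp2*-/- and *EμMyc* tumors the LRT called 170 up and 45 down, and QLF 21 in all. When each tumor was left out in turn, the up DEGs of the lymphomas ranged from 57 to 458 and their down DEGs from 18 to 88, and those of the neuroblastomas from 5 to 53 and from 23 to 134. Other splits of the tumors were fitted in the same way. Of the 35 ways to part the neuroblastomas into groups of 4, only the real genotypes gave as many DEGs. By contrast, 10 of the 35 ways to part the lymphomas into groups of 4 and 3, the real one included, gave at least as many as the genotypes. Of the lymphoma DEGs whose groups did not overlap, *Prdm16* had the smallest FDR, followed by *Pitpnm2* (log2 fold change -4.19, LRT FDR 8.53e-17, QLF FDR 0.000433), *Ccdc30* (5.19, 1.95e-12 and 0.00116), *Ttbk1* (3.61, 5.49e-11 and 0.0174) and *Vill* (3.62, 2.32e-10 and 0.00331).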

As expected, there were extensive differences in gene expression when comparing the two different tumor types, including 6601 DEGs when comparing *EμMyc* to *Th-MYCN* tumors and 6674 DEGs in the *EμMyc/Casp2*^*−/−*^ versus *Th-MYCN/Casp2*^*−/−*^ tumor comparison. 

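Between *EμMyc* and *Th-MYCN* tumors 2817 genes were up and 4244 down, 7061 in all, and between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors 3045 were up and 4100 down, 7145 in all. QLF called 6858 and 6901. The groups did not overlap for 2415 of the up DEGs and 3987 of the down DEGs of the first comparison, and for 2595 and 3845 of the second. Leaving out a tumor moved the totals to between 6737 and 7021, and to between 6847 and 7121.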

A 4-way Venn diagram identified several exclusive and common DEGs between each comparison group (Fig. 1e, Supplementary Table S4a). 

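Of the DEGs of the 4 comparisons, 6 were found only between *Th-MYCN/Casp2*-/- and *Th-MYCN* tumors and 6 only between *EμMyc/Casp2*-/- and *EμMyc* tumors. Another 973 were specific to *EμMyc* against *Th-MYCN* and 1058 to *EμMyc/Casp2*-/- against *Th-MYCN/Casp2*-/-. The comparisons of tumor types had 5835 genes in common that were in neither comparison of genotypes. A single gene, *Megf6*, was called in all 4.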

In particular, the *Th-MYCN/Casp2*^*−/−*^ comparison identified four unique downregulated genes (*Ncor2, Diras2, Ednrb, Shb*) and one upregulated *(Eya2*) gene, with roles in transcription (*Ncor2*), signal transduction (*Ednrb, Shb*), melanogenesis (*Ednrb*), and DNA damage repair (*Eya2*). 

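*Diras2*, *Ednrb*, *Shb* and *Eya2* were called by the LRT and not by QLF. *Diras2* (chromosome 13, 52504375 to 52531354) fell from 67.8 ± 29.1 CPM (SD, n = 4) in *Th-MYCN* to 18.9 ± 4.26 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of -1.84 (standard error 0.372, LRT FDR 0.00116, QLF FDR 0.133). The log2 fold change was -1.72 for *Ednrb* (LRT FDR 0.0195, QLF FDR 0.223) and -1.62 for *Shb* (0.0315 and 0.229). *Eya2* rose from 0.799 ± 0.656 to 8.38 ± 5.17 CPM, a log2 fold change of 3.37 (standard error 0.795, LRT FDR 0.0198, QLF FDR 0.238). For these 4 genes the *Th-MYCN/Casp2*-/- tumors did not overlap the *Th-MYCN* tumors. With 1 tumor left out, *Diras2* kept its call in 8 of 8 fits, *Eya2* in 4, *Shb* in 3 and *Ednrb* in 2. *Gm11428* was also specific to the comparison.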

Two of the unique *EμMyc/Casp2*^*−/−*^ genes have associated roles in transcription regulation (*Six5*) and calmodulin binding (*Nrgn*) and have been previously associated with lung squamous cell carcinoma, breast cancer (*Six5*^31,32^), and T-cell lymphoma (*Nrgn*^33^). 

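*Six5* (chromosome 7, 19094544 to 19098549) had 0.932 ± 0.0906 CPM (SD, n = 4) in *EμMyc* and 5.11 ± 3.73 CPM (SD, n = 3) in *EμMyc/Casp2*-/- tumors, a log2 fold change of 2.43 (standard error 0.659, LRT FDR 0.0219, QLF FDR 0.193). *Nrgn* (chromosome 9, 37544493 to 37552745) had 3.67 ± 4.21 and 39.8 ± 30.9 CPM, a log2 fold change of 3.44 (standard error 0.774, LRT FDR 0.00448, QLF FDR 0.142). The lowest *EμMyc/Casp2*-/- tumor lay within the range of the *EμMyc* tumors for both genes. *Six5* kept its call in 1 of 7 fits with a tumor left out and *Nrgn* in 6 of 7.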

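*Tdrd5* (chromosome 1, 156255296 to 156304304) had at most 0.171 CPM in the 4 *EμMyc* tumors. Of the 3 *EμMyc/Casp2*-/- tumors, tumor EuMycC2ko215 had 28.3 CPM and the others had no reads. The log2 fold change of 6.64 (LRT FDR 0.0278, QLF FDR 0.222) rested on tumor EuMycC2ko215 and became -3.35 without it.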

*Tdrd5* was excluded as it was only increased in one out of three biological replicates. 

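*Casp2* lies on chromosome 6 of GRCm38 from 42264902 to 42282508. In the lymphomas it fell from 159 ± 34.2 CPM (SD, n = 4) in *EμMyc* to 62.0 ± 12.6 CPM (SD, n = 3) in *EμMyc/Casp2*-/- tumors, a log2 fold change of -1.35 (standard error 0.266, LRT FDR 0.000400, QLF FDR 0.0536), and every *EμMyc/Casp2*-/- tumor lay below every *EμMyc* tumor. In the neuroblastomas it had 100.3 ± 20.9 CPM in *Th-MYCN* and 58.0 ± 16.7 CPM in *Th-MYCN/Casp2*-/- tumors (SD, n = 4 each), a log2 fold change of -0.79 (standard error 0.245, LRT FDR 0.101, QLF FDR 0.327). There the highest *Th-MYCN/Casp2*-/- tumor, with 80.2 CPM, lay above the lowest *Th-MYCN* tumor, with 76.0 CPM. Reads on the gene remained in every *Casp2*-/- tumor. The counts cover the whole gene and do not show which exons the reads come from.

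**Figure D2:**
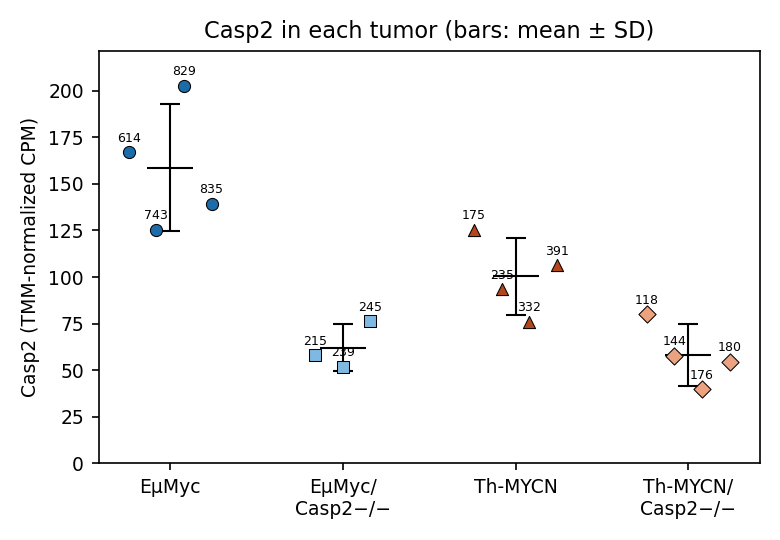
*Casp2* expression in each of the 15 tumors in TMM-normalized CPM, by group; points are tumors labelled by mouse number and black lines the group mean ± SD. The *EμMyc/Casp2*-/- tumors lie between 51.9 and 76.1 CPM, below all *EμMyc* tumors, while the *Th-MYCN/Casp2*-/- tumors, at 39.6 to 80.2 CPM, overlap the *Th-MYCN* tumors.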

Significant downregulation of *Casp2* was also verified in the *EμMyc/Casp2*^*−/−*^ comparison and *Casp2* gene deletion was confirmed by genotyping and immunoblotting in all tumor samples.

To identify common genes that are significantly altered in the *Casp2*^*−/−*^ samples, the DEGs were subdivided into upregulated and downregulated lists, illustrated in a Venn diagram (Fig. 2a). This identified 86 uniquely downregulated and 21 upregulated genes in *Th-MYCN/Casp2*^*−/−*^ versus *Th-MYCN* tumors and 38 downregulated and 158 upregulated genes in *EμMyc*/*Casp2*^*−/−*^ versus *EμMyc* tumors (Fig. 2a, Supplementary Table S4b). 

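With the thresholds used here, 1 gene stood on a list of both comparisons by the LRT and 0 genes by QLF. The difference between the effects of genotype was also tested directly, as the interaction of genotype and tumor type, and 136 genes passed by the LRT and 8 by QLF.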

There was also a single overlapping gene; *Megf6* (Multiple EGF-Like Domains 6) differentially altered in *EμMyc*/*Casp2*^*−/−*^ and *Th-MYCN/Casp2*^*−/−*^ tumors, and this was validated by quantitative PCR in additional tumor samples (Fig. 2b).

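*Megf6* lies on chromosome 4 of GRCm38 from 154170704 to 154275721. In the neuroblastomas it had 7.28 ± 4.16 CPM (SD, n = 4) in *Th-MYCN* and 0.601 ± 0.326 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of -3.58 (standard error 0.935, LRT FDR 0.0485, QLF FDR 0.281). In the lymphomas it had 0.155 ± 0.0816 CPM (SD, n = 4) in *EμMyc* and 3.28 ± 4.95 CPM (SD, n = 3) in *EμMyc/Casp2*-/- tumors, a log2 fold change of 4.29 (standard error 1.12, LRT FDR 0.0170, QLF FDR 0.214). The *Th-MYCN/Casp2*-/- tumors did not overlap the *Th-MYCN* tumors, whereas the lymphomas did overlap, since tumor EuMycC2ko215 had 8.99 CPM, tumor EuMycC2ko239 had 0.751 and tumor EuMycC2ko245 had 0.101. The effects in the neuroblastomas and the lymphomas differed by the LRT, with an interaction log2 fold change of 7.86 (LRT FDR 0.000239, QLF FDR 0.103). With a tumor left out, *Megf6* kept its call in 1 of 8 fits of the neuroblastomas and 3 of 7 of the lymphomas, where the log2 fold change fell as low as 1.45.

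**Figure D3:**
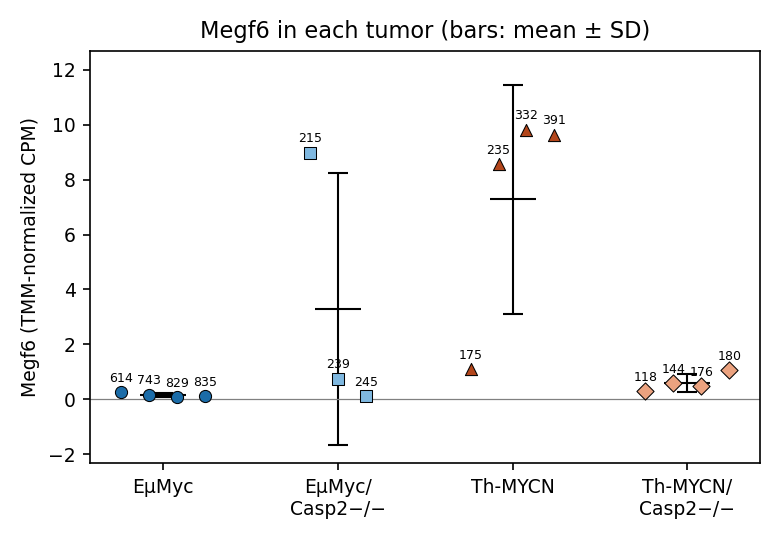
*Megf6* expression in each of the 15 tumors in TMM-normalized CPM, by group; points are tumors labelled by mouse number and black lines the group mean ± SD. Tumor EuMycC2ko215 stands at 8.99 CPM above the other lymphomas, and tumor MYCN175 at 1.10 CPM below the other *Th-MYCN* tumors.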

**Fig. 2:**
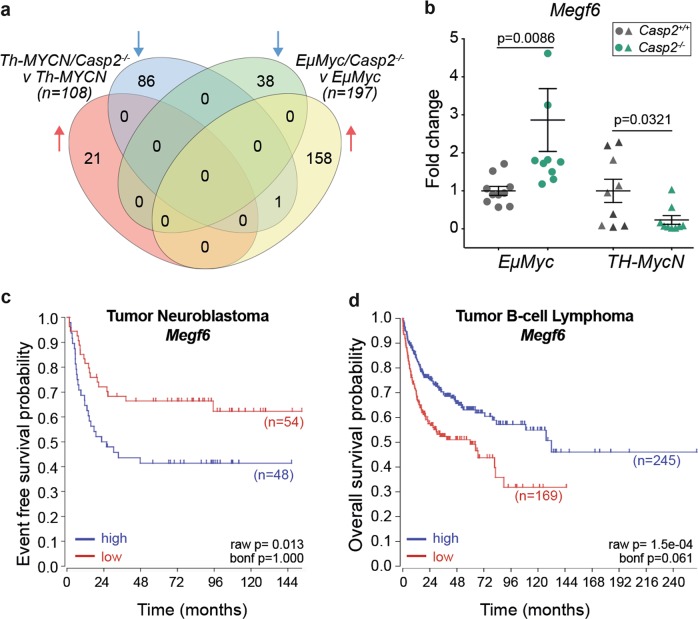
Comparison of upregulated and downregulated genes in *Th-MYCN/Casp2*^−/−^and *EµMyc/Casp2*^−/−^tumors. **a** Four-way Venn diagram summary illustrating common and exclusive upregulated and downregulated genes when comparing *Th-MYCN*/*Casp2*^*−/−*^ versus *Th-MYCN* and *EµMyc/Casp2*^*−/−*^ versus *EµMyc* tumor transcriptomes (FC > 2 and < −2; FDR < 0.05). Complete gene lists are provided in Supplementary Table S4b. **b** Quantitative PCR analysis of differentially expressed *Megf6* gene from the indicated tumor groups. Values represent means ± S.E.M, with *P*-values indicated (*n* = 9/group). **c**, **d** Kaplan–Meier plots showing the association of *Megf6* expression with patient survival in Neuroblastoma (**c**) and B-cell lymphoma (**d**)

We used R2: Genomics Analysis and Visualization Platform, to examine the correlation between *Megf6* transcript expression and clinical outcome in various human neuroblastoma and B-cell lymphoma publicly available expression array data sets. Our previous data showed that *Casp2* levels correlated with clinical outcome in a subset of *MYCN* non-amplified human neuroblastomas^30^. Here, we also found that higher *Megf6* transcript levels are associated with poor outcome in this neuroblastoma subset (Fig. 2c), and this is consistent with our RNA-seq data and the delayed tumorigenesis observed in the *Th-MYCN/Casp2*^*−/−*^ mouse model^30^. We did not find any significant association in *MYCN*-amplified neuroblastoma. In contrast, we found there was a trend for lower *Megf6* expression being predictive of poorer B-cell lymphoma outcome (e.g., Xiao – 420, fRMA-u133p2 dataset; *P* = 0.061) (Fig. 2d). Notably, high *Megf6* expression in B-cell lymphomas also showed a somewhat poor survival outcome, indicating that *Megf6* levels are probably not predictive of lymphoma progression.

### Functional enrichment analysis of genes in *Th-MYCN/Casp2*^*−/−*^ tumors

We next identified significantly altered gene ontology processes that were enriched in *Casp2*^*−/−*^ tumors, compared to their WT counterparts. We firstly analyzed the DEGs in the *Th-MYCN/Casp2*^*−/−*^ versus *Th-MYCN* tumor comparison. While there were no detected ontology terms associated with the small upregulated gene list (*n* = 21), the 87 downregulated genes were associated with 10 categories of ‘Biological Process’ (BP), 4 categories of ‘Molecular Function’ (MF), and 9 categories of ‘Cellular Component’ (CC) (*P* < 0.05, Fisher’s exact test) (Fig. 3a, Supplementary Table S5a). The top BP was cell differentiation (GO:0030154) (Fig. 3a, Supplementary Table S5a), with many of these genes also being associated with the BPs of transcriptional regulation from RNA polymerase II promoter (GO:0000122) and multicellular organismal development (GO:0007275). This indicates that *Casp2* loss can affect neuronal differentiation and gene transcription in neuroblastoma. 

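The genes of the paper's terms and pathways, here and below, were taken from those that it called in these same counts. That most are called again was thus set in advance and does not test the terms. The paper lists 13 genes for cell differentiation, and 12 of them were down DEGs in *Th-MYCN/Casp2*-/- tumors by the LRT. Log2 fold changes over the list ran from -3.98 to -1.12. The *Th-MYCN/Casp2*-/- and *Th-MYCN* tumors did not overlap for 10 of these 12. Down DEGs were 10 of the 10 genes listed for negative regulation of transcription and 10 of the 10 for development, and the groups did not overlap for 7 and 7 of them. The largest falls were those of *St18* in the transcription list, at -6.99, and of *Six6* in the developmental list, at -9.95. None of these genes passed by QLF, whose smallest FDR among them was 0.0812, for *Gata2*. With sex as a covariate, 5 of the differentiation genes, 4 of the developmental genes and 3 of the transcription genes passed by the LRT. From these categories the paper reasons that *Casp2* loss can affect neuronal differentiation and gene transcription in neuroblastoma.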

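For response to hypoxia the paper lists *Ascl2*, *Slc6a4*, *Cbfa2t3* and *Kdr*, and for response to ischemia *Hk2*, *Camk2a* and *Faim2*. All 7 were down DEGs in *Th-MYCN/Casp2*-/- tumors by the LRT. The log2 fold changes ran from -3.98 to -1.46 for hypoxia and from -3.58 to -1.12 for ischemia. Groups were without overlap for 3 of the 4 hypoxia genes and 2 of the 3 ischemia genes, and the smallest QLF FDR was 0.150 in the first list and 0.159 in the second.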

Of note, response to hypoxia (GO:0001666) and ischemia (GO:0002931), processes previously associated with caspase-2 function^34–37^ were also enriched.

**Fig. 3:**
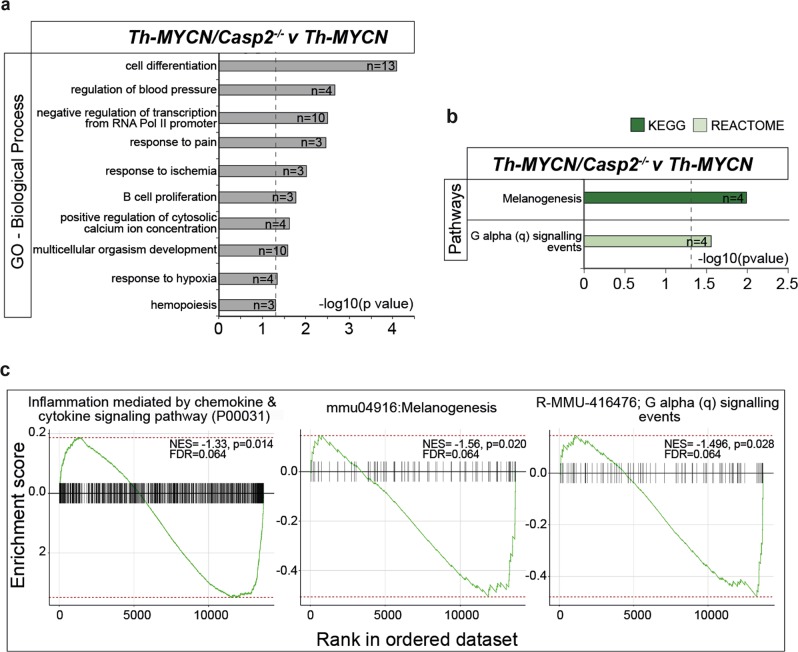
Functional category enrichment analysis of differentially expressed genes in *Th-MYCN/Casp2*^−/−^tumors. **a** Gene Ontology annotation analysis summary of enriched biological processes associated with unique downregulated genes in *Th-MYCN*/*Casp2*^*−/−*^ tumors (*n* = 87). Complete lists are provided in Supplementary Table S5a. **b** Pathway enrichment analysis (KEGG and REACTOME), of the differentially expressed downregulated genes in *Th-MYCN*/*Casp2*^*−/−*^ tumors (*n* = 87). Complete lists are provided in Supplementary Table S6a. The number of genes associated with each biological process and pathway is indicated. Dotted line indicates significance cut off (-log10 (*P*-value), Fisher's exact test). **c** Illustration of GSEA score curves. Enrichment plots are shown for the identified upregulated and downregulated pathways from (**b**) in the *Th-MYCN*/*Casp2*^*−/−*^ tumor comparison group. Black bars represent the position of members of the category in the ranked list together with the running enrichment score (plotted in green). NES = normalized enrichment score, FDR = false discovery rate

KEGG pathway analysis identified melanogenesis as the only enriched pathway, associated with four downregulated genes (*Ednrb, Mitf, Lef1, Camk2a*) (Fig. 3b, Supplementary Table S6a). 

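*Mitf* (chromosome 6, 97807002 to 98021360) fell from 9.41 ± 7.28 CPM (SD, n = 4) in *Th-MYCN* to 2.14 ± 0.555 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of -2.13 (standard error 0.571, LRT FDR 0.0413, QLF FDR 0.257). *Lef1* (chromosome 3, 131110297 to 131224357) fell from 7.45 ± 7.92 to 0.294 ± 0.280 CPM, a log2 fold change of -4.64 (standard error 1.11, LRT FDR 0.0319, QLF FDR 0.339). *Camk2a* (chromosome 18, 60925307 to 60988152) fell from 29.9 ± 27.4 to 2.48 ± 1.79 CPM, a log2 fold change of -3.58 (standard error 0.759, LRT FDR 0.00608, QLF FDR 0.220). The groups did not overlap for *Mitf*, and overlapped for *Lef1* and *Camk2a*, whose *Th-MYCN* tumors spread over a wide range. Of 8 fits that each left out a tumor, *Camk2a* kept its call in 7, *Lef1* in 3 and *Mitf* in 2. With sex as a covariate, *Mitf*, *Lef1* and *Camk2a* did not pass (LRT FDR 0.231, 0.553 and 0.113), while *Ednrb* did (0.0411).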

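The paper lists *Ednrb*, *Rgs3*, *Tacr1* and *Ntsr2* for G-alpha (q) signaling, and *Camk2a*, *Inppl1*, *Acta2* and *Myh3* for inflammation mediated by chemokine and cytokine signaling. All were down DEGs in *Th-MYCN/Casp2*-/- tumors by the LRT and none by QLF. Their log2 fold changes ran from -3.58 to -1.72 in the first list and from -3.58 to -1.65 in the second. Tumors with and without *Casp2* did not overlap for 3 of the 4 genes of the first list and 1 of the 4 of the second.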

Further analysis using REACTOME and PANTHER classification systems also identified G-alpha (q) signaling events (*P* = 0.03), inflammation mediated by chemokine and cytokine signaling pathway (*P* = 0.018) (Supplementary Table S6a). Gene set enrichment analysis (GSEA)^38^, using the gene list ranked by the FDR score, confirmed significant enrichment of each of these pathways (Fig. 3c).

### Functional enrichment analysis of genes in *EμMyc/Casp2*^*−/−*^ tumors

Analysis of GO terms in the *EμMyc/Casp2*^*−/−*^ versus *EμMyc* tumor comparison identified several BPs associated the 159 upregulated genes, including immune response (GO:0002250, GO:0006955), immune system process (GO:0002376), T-cell activation (GO:0042110), T-cell differentiation (GO:0046632, GO:0045582, GO:0033077, GO:0030217), and inflammatory response (GO:0006954) (Fig. 4a, Supplementary Table S5b), indicative of a significant immune responses in *EμMyc/Casp2*^*−/−*^ tumors. 

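T-cell genes carried many of these terms. *Cd8a* (chromosome 6, 71373427 to 71379171) rose from 3.62 ± 2.69 CPM (SD, n = 4) in *EμMyc* to 126 ± 204 CPM (SD, n = 3) in *EμMyc/Casp2*-/- tumors, a log2 fold change of 5.12 (standard error 1.17, LRT FDR 0.0117, QLF FDR 0.140). *Cd3d* (chromosome 9, 44981769 to 44987052) rose from 1.10 ± 0.830 to 30.3 ± 47.0 CPM, a log2 fold change of 4.77 (standard error 1.26, LRT FDR 0.0414, QLF FDR 0.153). The wide SD came from tumor EuMycC2ko215, which had 362 CPM of *Cd8a* against 7.57 CPM in the lowest *EμMyc/Casp2*-/- tumor and at most 6.37 CPM in the *EμMyc* tumors. The paper took the genes of these terms from its own up DEGs of the same counts, so their calls here do not test the terms. All 10 genes the paper lists for immune system process were up DEGs by the LRT, with log2 fold changes from 2.21 to 5.34. So were all 7 for immune response, 7 for adaptive immune response, 4 for T-cell activation, 7 for inflammatory response, and 3 for each of the T-cell differentiation terms. No overlap between the groups was seen for 4 of the genes of immune system process and 2 of those of T-cell activation. None of the genes of these terms passed by QLF, with *Zap70* closest at an FDR of 0.0554. With sex as a covariate, 3 of the immune system genes and 0 of the T-cell activation genes passed by the LRT. The effect of sex was fitted over lymphomas and neuroblastomas together, and tumor EuMycC2ko215 was the only female lymphoma.

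**Figure D4:**
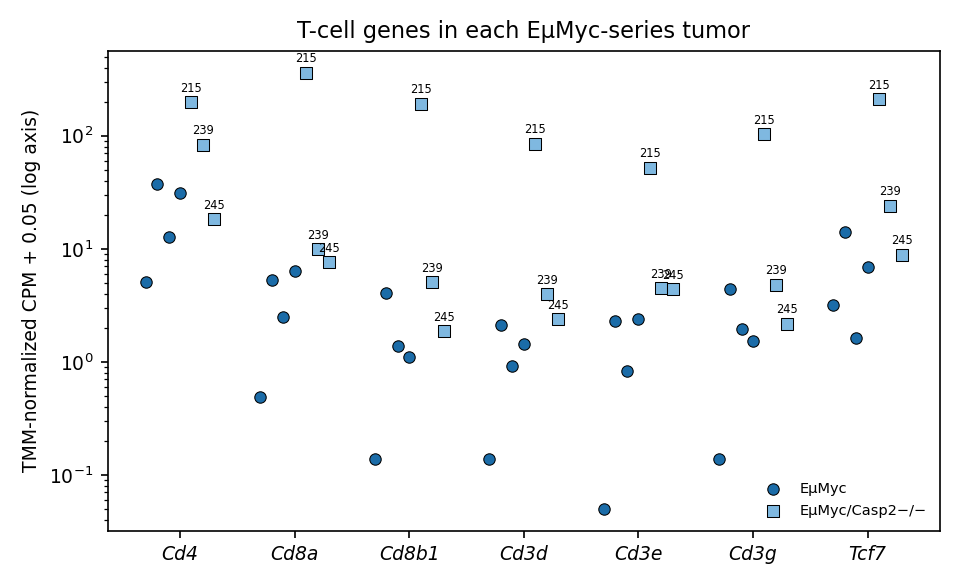
Expression of T-cell genes in each lymphoma in TMM-normalized CPM, with 0.05 added, on a log axis; each point is 1 tumor, circles *EμMyc* and squares *EμMyc/Casp2*-/-, labelled by mouse number. Tumor EuMycC2ko215 is highest for all 7 genes, and tumors EuMycC2ko239 and EuMycC2ko245 lie near or among the *EμMyc* tumors for most of them.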

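For intracellular signal transduction 9 of the 10 genes the paper lists were up DEGs by the LRT in *EμMyc/Casp2*-/- tumors, and for signal transduction 16 of 17. All 8 genes for regulation of cell proliferation and all 3 for negative regulation of cell adhesion (*Dact2*, *Plxnb1*, *Tnr*) were called too. Log2 fold changes ran from 1.43 to 7.26 over the proliferation genes and from 2.67 to 5.87 over the adhesion genes. The *EμMyc/Casp2*-/- tumors lay above all *EμMyc* tumors for 4 of 9, 5 of 16, 3 of 8 and 0 of 3 DEGs of these lists. By QLF only *Dgka* passed.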

Increased processes commonly associated with tumorigenesis including signal transduction (GO:0035556, GO:0007165, GO:0009966, GO:0007169, GO:0070373), cell proliferation (GO:0042127, GO:0008285), and negative regulation of cell adhesion (GO:0007162) were also enriched (Fig. 4a and Supplementary Table S5b).

**Fig. 4:**
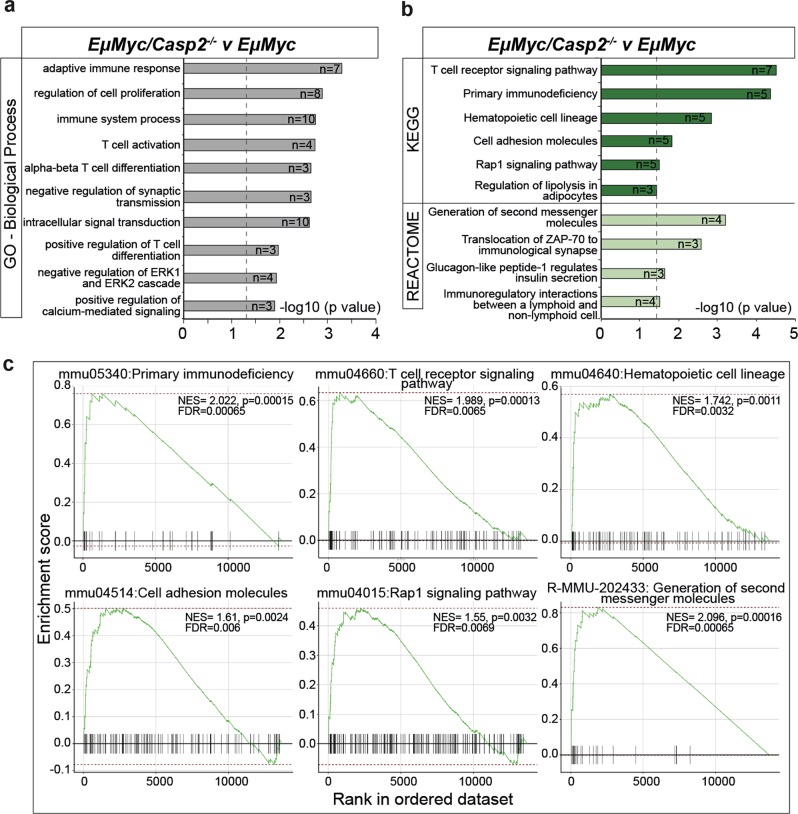
Functional category enrichment analysis of differentially expressed genes in *EµMyc/Casp2*^−/−^tumors. **a** Gene Ontology annotation analysis summary of the top 10 enriched biological processes associated with unique upregulated genes in *EµMyc/Casp2*^*−/−*^ tumors (*n* = 159). Complete lists are provided in Supplementary Table S5b. **b** Pathway enrichment analysis (KEGG and REACTOME), of the differentially expressed upregulated genes in *EµMyc/Casp2*^*−/−*^ tumors (*n* = 159). Complete lists are provided in Supplementary Table S6b. The number of genes associated with each biological process and pathway is indicated. Dotted line indicates significance cut off (-log10 (*P*-value), Fisher's exact test). **c** Illustration of gene set enrichment analysis (GSEA) score curves. Enrichment plots are shown for the identified upregulated and downregulated pathways from the *EµMyc/Casp2*^*−/−*^ tumor comparison group. Black bars represent the position of members of the category in the ranked list together with the running enrichment score (plotted in green). NES = normalized enrichment score, FDR = false discovery rate

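Every gene the paper lists for T-cell receptor signaling (7 genes), primary immunodeficiency (5) and cell adhesion molecules (5) was an up DEG in *EμMyc/Casp2*-/- tumors by the LRT. For Rap1 signaling 4 of 5 were (*Lat*, *Adcy8*, *Adcy6* and *Skap1*). The groups did not overlap for 4, 3, 2 and 0 of the DEGs of these lists, in that order. Fitting only the lymphomas left 2, 2, 1 and 1 genes past the LRT threshold, and no gene of the lists passed by QLF in the fit of all tumors.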

Consistent with the enriched BPs, KEGG pathway analysis identified T-cell receptor signaling and primary immunodeficiency as the most significantly altered pathways followed by cell adhesion molecules and Rap1 signaling (Fig. 4b, Supplementary Table S6b). All pathways were significantly enriched when analyzed using GSEA (Fig. 4a, c), suggesting that caspase-2 may have a role in regulating T-cell signaling and/or Rap1 signaling to influence lymphoma development in *EμMyc* mice.

### Differential expression of genes in *caspase-2* deficient tumors associated with increased survival in human neuroblastoma

To identify genes associated with delayed neuroblastoma development in *Th-MYCN/Casp2*^*−/−*^ mice, we examined various molecular biomarkers of neuroblastoma development and prognosis^39,40^. The expression levels of several favorable neuroblastoma genes were found to be significantly altered in *Th-MYCN/Casp2*^*−/−*^ tumors, including increased expression of *Slc18A1*, *Vip*, and reduced expression of *Gata2*, *Gch1*, *Fgr*, and *Six6*. 

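*Slc18a1* (chromosome 8, 69037708 to 69089238) rose from 20.3 ± 6.92 CPM (SD, n = 4) in *Th-MYCN* to 66.3 ± 24.7 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of 1.71 (standard error 0.376, LRT FDR 0.00392, QLF FDR 0.174). *Vip* (chromosome 10, 5639193 to 5647617) rose from 1.41 ± 1.21 to 68.6 ± 52.0 CPM, a log2 fold change of 5.60 (standard error 0.876, LRT FDR 0.000210, QLF FDR 0.0376), and is among the 5 genes of the comparison past both tests. *Gata2* fell from 271 ± 70.8 CPM to between 90.8 and 105 CPM, a log2 fold change of -1.44 (LRT FDR 4.96e-05, QLF FDR 0.0812), and *Gch1* from 133 ± 34.1 to 33.5 ± 9.33 CPM, a log2 fold change of -1.99 (LRT FDR 3.06e-05, QLF FDR 0.0532). These 4 genes parted the groups in every tumor. The groups overlapped for *Fgr*, with a log2 fold change of -3.17 (LRT FDR 0.0413, QLF FDR 0.309), and for *Six6*, with -9.95 (LRT FDR 0.00262, QLF FDR 0.150), since 1 *Th-MYCN* tumor had no *Six6* read while the highest had 167 CPM. Of the 58 neuroblastoma genes that the paper lists, 41 had an LRT FDR under 0.1, 33 of them down and 8 up, and 7 had a QLF FDR under 0.1.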

While the decrease in tyrosine hydroxylase (*Th*) expression was not significant in the biological replicates (FDR =0.584) (Fig. 5a, Supplementary Table S7a), we did note that several genes adjacent to *Th* on chromosome 7 (*Ascl2*, *Igf2*, and *H19*) were also somewhat decreased (Supplementary Table S7b). This suggests this gene region may be affected in some cells.

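*Th* (chromosome 7, 142892779 to 142899995) fell from 1002 ± 485 CPM (SD, n = 4) in *Th-MYCN* to 171 ± 79.9 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of -2.55 (standard error 0.693, LRT FDR 0.0546, QLF FDR 0.220), with no overlap between the groups. On the same chromosome, *Ascl2* (142966822 to 142969264) had 5.18 ± 3.66 CPM in *Th-MYCN* and 0.316 ± 0.303 CPM in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of -3.98 (LRT FDR 0.0308, QLF FDR 0.238). *Igf2* (142650768 to 142666816) had 0.971 ± 0.696 and 0.228 ± 0.244 CPM (log2 fold change -2.03, LRT FDR 0.607, QLF FDR 0.807), close to the smallest detectable value. *H19* (142575530 to 142578146) had 15.0 ± 17.1 and 1.52 ± 2.08 CPM (log2 fold change -3.29, LRT FDR 0.334, QLF FDR 0.658). The *Th-MYCN/Casp2*-/- tumors overlapped the *Th-MYCN* tumors for *Ascl2*, *Igf2* and *H19*.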

**Fig. 5:**
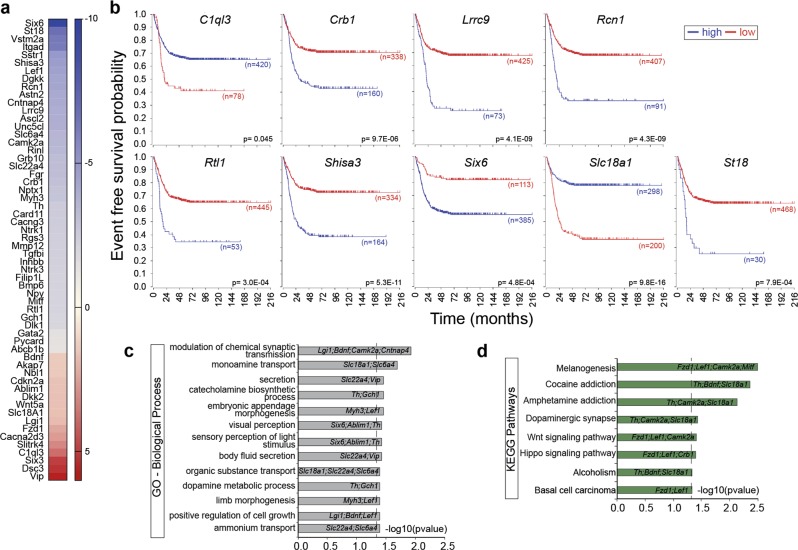
Differentially expressed genes in *Th-MYCN/Casp2*^−/−^tumors associated with survival in neuroblastoma patients. **a** Heat-map illustrating the increase (red) and decrease (blue) in expression (log2-fold change) of various neuroblastoma-associated genes in *Th-MYCN/Casp2*^*−/−*^ tumors compared to *Th-MYCN* tumors. Gene lists and pathway associations are available in Supplementary Table S7a. **b** Event-free survival curves for neuroblastoma patients from publicly available expression array data showing the expression correlation of the indicated genes with survival outcome in neuroblastoma. *P*-values using the method of Kaplan–Meier (Bonferroni correction) are shown. **c** Gene Ontology annotation analysis of the significantly enriched biological processes (Benjamini adjusted *P*-value < 0.05), associated with the genes listed in (**a**), that show altered gene expression (FDR < 0.1) and are strongly associated with neuroblastoma outcome in (**b**) (*n* = 41). Complete gene ontology lists are provided in Supplementary Table S7c. **d** Pathway enrichment analysis (KEGG) associated with neuroblastoma-associated genes above (*n* = 41). Complete pathway enrichment lists are provided in Supplementary Table S7d. The genes associated with each biological process and pathways are indicated. Dotted line indicates significance cut off [-log10(*P*-value), Benjamini corrected]

To determine the correlation between the expression of these genes and neuroblastoma survival, we analyzed data from published studies along with publicly available expression array data sets from primary human neuroblastoma tumor samples (R2 database). 

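*Rcn1* (chromosome 2, 105385948 to 105399319) had the smallest FDR of the *Th-MYCN/Casp2*-/- comparison. It fell from 206 ± 74.7 CPM (SD, n = 4) in *Th-MYCN* to 9.56 ± 2.00 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of -4.43 (standard error 0.289, LRT FDR 2.65e-37, QLF FDR 4.28e-06). *Rtl1* (log2 fold change -2.08, LRT FDR 0.00116), *Crb1* (-3.06, 0.0126) and *Lrrc9* (-3.99, 0.00645) also had no *Th-MYCN/Casp2*-/- tumor within the range of the *Th-MYCN* tumors. *Shisa3* (-4.88, 0.000913) and *St18* (-6.99, 0.00357) did overlap, and *St18* had no read in 1 *Th-MYCN* tumor. *C1ql3* rose by a log2 fold change of 3.86 (LRT FDR 0.0104), from 1.19 ± 0.751 to 17.4 ± 18.4 CPM, with overlap. Apart from *Rcn1*, QLF gave these genes FDRs between 0.130 for *Rtl1* and 0.256 for *Crb1*. *Dgkk* (log2 fold change -4.48, QLF FDR 0.00136), *Astn2* (-4.27, 0.0305) and *Rftn1* (-1.44, 0.0305) were the other genes down with a QLF FDR under 0.05, and *Cyb561* (-2.22, 0.0532) lay next to the threshold.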

Overall, we found that downregulation of 7 genes (*Crb1, Lrrc9, Rcn1, Rtl1, Shisa3, Six6, St18*) and upregulation of 2 genes (*C1ql3, Slc18A1*), are strongly predictive of favorable neuroblastoma outcome (Fig. 5b, Supplementary Table S7a), consistent with delayed tumor development in *Th-MYCN/Casp2*^*−/−*^ mice^30^.

Our analysis also identified altered expression of several known neuroblastoma-associated genes that would be predictive of unfavorable neuroblastoma outcome (Supplementary Figure S3b, Supplementary Table S7a). These include decreased levels of *Ntrk1*, *Ntrk3* that are associated with poorly differentiated tumors and poor prognosis in neuroblastoma^40,41^ (Fig. 5a, Supplementary Table S7a). 

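*Ntrk3* (chromosome 7, 78179986 to 78581034) had 23.7 ± 26.1 CPM (SD, n = 4) in *Th-MYCN* and 5.01 ± 3.73 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of -2.24 (standard error 0.937, LRT FDR 0.459, QLF FDR 0.647). The groups overlapped, and the difference lay within the spread of the *Th-MYCN* tumors. Tumor MYCN175 had 62.9 CPM against 9.33 to 11.3 CPM in the other *Th-MYCN* tumors, and without it the log2 fold change was -1.07.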

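Of 17 marker genes looked up, among them *Bcl2*, *Cd44*, *Trp53*, *Nme1*, *Odc1* and the genes *Abcb1a* and *Abcb1b* for Mdr1, 16 passed the low-count filter. None was a DEG between *Th-MYCN/Casp2*-/- and *Th-MYCN* tumors by the LRT or QLF. Their log2 fold changes lay between -1.25 and 1.04, with a median of -0.01, and the smallest QLF FDR among them was 0.807.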

We also did not find significant changes in other neuroblastoma marker genes (e.g., *Bcl2, Cd44, Dcc, Ddx1, Lmo1, Max, Mdr1/Abcb1, Mrp/ Abcc1, Nf1, Ngf, Ntf3, Ntrk2, Nme1, Odc1*, *Rb1, Trp53*)^39^ (Supplementary Table S2a). These findings importantly show that these genes do not necessarily have a role in delayed tumor onset in *Th-MYCN/Casp2*^*−/−*^ and/or their role in neuroblastoma onset may be counteracted by loss of *Casp2*.

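The genes the paper lists for synaptic transmission were *Lgi1*, *Bdnf*, *Camk2a* and *Cntnap4*, for monoamine transport *Slc18a1* and *Slc6a4*, and for cell growth *Lgi1*, *Bdnf* and *Lef1*. Past the LRT threshold in *Th-MYCN/Casp2*-/- against *Th-MYCN* tumors were 3 of 4, 2 of 2 and 2 of 3. The terms joined genes that changed in opposite directions. *Slc18a1* rose while *Slc6a4* fell by 3.66 on the log2 scale, and *Lgi1* and *Bdnf* rose by 1.75 and 1.36 while *Cntnap4* fell by 4.13. Every gene of these lists had an LRT FDR under 0.1, at which the paper chose them, and QLF called none of them.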

Gene ontology analysis of the significantly altered neuroblastoma genes indicated their involvement in synaptic transmission, monoamine transport and cell growth regulation (Fig. 5c, Supplementary Table S7b). 

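By pathway, 3 of the 4 genes the paper lists for melanogenesis passed the LRT threshold in *Th-MYCN/Casp2*-/- against *Th-MYCN* tumors, 2 of 3 for dopaminergic synapse, 2 of 3 for Wnt and 2 of 3 for Hippo signaling. Every gene of these lists had an LRT FDR under 0.1, at which the paper chose them. None passed by QLF. The same genes recur between the lists, *Lef1*, *Camk2a* and *Fzd1* in 3 each. *Crb1* stood for the Hippo pathway only, and *Th* and *Slc18a1* for the dopaminergic synapse only.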

Interestingly, many of these genes are associated with melanogenesis, dopaminergic synapse, Wnt, and Hippo signaling (Fig. 5d, Supplementary Tables S7a and S7c). 

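*Fzd1* (chromosome 5, 4753839 to 4758216) had 2.39 ± 0.459 CPM (SD, n = 4) in *Th-MYCN* and 12.1 ± 8.01 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of 2.34 (standard error 0.690, LRT FDR 0.0911, QLF FDR 0.412). Every *Th-MYCN/Casp2*-/- tumor lay above every *Th-MYCN* tumor. It kept this direction in all 17 alternative fits, with log2 fold changes from 1.86 to 2.60, and passed the LRT threshold in 1 of them, the fit of the neuroblastomas alone (FDR 0.00134).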

Downregulation of melanogenesis is associated with reduced expression of the transcription factor *Mitf*, along with Wnt signaling pathway components (*Fzd1*, *Lef1*, *Camk2a*). We noted a trend of altered expression of other Wnt signaling components (*Wnt5a*, *Dkk2*, *Bmp6*; FDR > 0.1) and their regulators, including *Gata2* and its target homeobox transcription factors *Six3* and *Hesx1* (Supplementary Tables S2a, S7a), which also have roles in neural determination^42,43^. 

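*Wnt5a* (chromosome 14, 28504543 to 28527448) had 1.63 ± 0.485 CPM (SD, n = 4) in *Th-MYCN* and 5.23 ± 2.84 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of 1.68 (standard error 0.585, LRT FDR 0.206, QLF FDR 0.639). *Dkk2* had a log2 fold change of 1.66 (LRT FDR 0.687, QLF FDR 0.808) and *Bmp6* of -2.14 (LRT FDR 0.270, QLF FDR 0.609), both with means under 3 CPM in each group. *Six3* had 0.739 ± 1.40 and 23.0 ± 18.4 CPM, a log2 fold change of 4.94 (LRT FDR 0.165, QLF FDR 0.284), and tumor MYCN391 had 2.84 CPM of it against at most 0.115 in the other *Th-MYCN* tumors. *Hesx1* had no read in any *Th-MYCN/Casp2*-/- tumor and was seen in a single *Th-MYCN* tumor at 0.183 CPM, so a difference was not detectable at this depth. The groups overlapped for all of these genes but *Bmp6*.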

Increased expression of *Wnt5a and Fzd1* and decreased expression of *Lef1* and *Camk2a* were validated in different tumor samples by quantitative PCR (Fig. 6a, b). Together, these data identify altered expression levels of several Wnt-associated genes and suggest a fine-tuning of Wnt signaling components in *Th-MYCN/Casp2*^*−/−*^ tumors that may determine neural crest cell (NCC) specification to influence neuroblastoma onset.

**Fig. 6:**
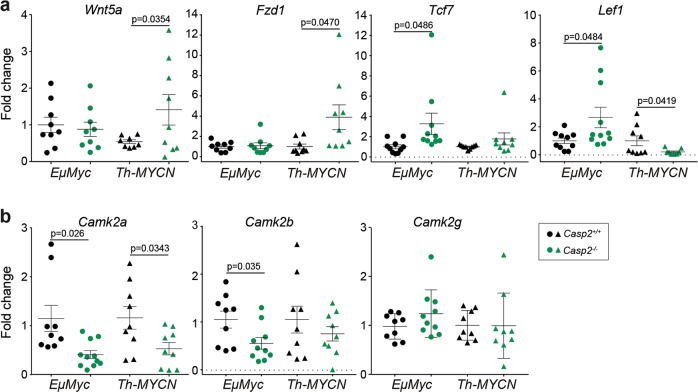
Validation of the differential expression of Wnt pathway associated genes in *Casp2*^−/−^ tumors. Quantitative PCR analysis of the Wnt pathway associated genes *Wnt5a, Fzd1, Tcf7,* and *Lef* (**a**) and CamkII family members *Camk2a, Camk2b, Camk2g* (**b**) in *EµMyc/Casp2*^*−/−*^ and *Th-MYCN*/*Casp2*^*−/−*^ tumors as indicated. Values represent mean ± S.E.M, with *P*-values indicated (*n* = 8–11/group)

### Differential expression of genes in *caspase-2* deficient tumors associated with enhanced *EuMyc* lymphoma

To identify candidate oncogenes and tumor suppressor genes differentially expressed in the *EμMyc/Casp2*^*−/−*^ tumors that may contribute to enhanced lymphomagenesis, we interrogated several published cancer gene lists^44–46^ and databases (Sanger Cancer Gene Consensus; Bushman Lab ‘*allOnco*’ list; Oncogene Tumor Suppressor Gene Resource). This analysis identified a 147-gene signature in the *EμMyc/Casp2*^*−/−*^ tumors that included increased expression of a set of 72 oncogenes, decreased expression of nine genes with known or predicted tumor suppressor functions and 12 genes reported to have both oncogenic and tumor suppressor functions (Figure S7a, Supplementary Table S8a). 

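Of the genes that the paper lists as cancer-associated, 169 were found among the tested genes, and 140 of these were changed over 2-fold with an LRT FDR under 0.1 in *EμMyc/Casp2*-/- against *EμMyc* tumors, 113 of them up and 27 down. At an LRT FDR under 0.05 there were 94, and at a QLF FDR under 0.1 there were 12. Of the 82 tested genes that the paper classes as oncogenic and up, 68 passed at an LRT FDR under 0.1, as did 9 of 11 classed as tumor suppressive and down, and 12 of 13 with both functions. QLF at the same FDR kept 6, 1 and 1 genes of these classes. The groups did not overlap for 49 of the 140 genes past the LRT threshold. With sex as a covariate 63 of the genes passed it, and 20 passed when only the lymphomas were fitted.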

Many oncogenes have previously been associated with *EμMyc*-mediated tumor progression and/or B-cell lymphoma^47–50^. Several of these genes are clustered on nearby chromosome regions, including Ch.4 (*Megf6-Prdm1, Arhgef16*), Ch.6 (*Cd4*-*Lag3, Cd8b*-*Cd8a*), Ch.9 (*Cd3d, Cd3g*, *Cd3e*), Ch.10 (*Dgka*-*Pme1*), and Ch.11 (*Sgsh, Slc26a11, Card14*) (Supplementary Table S8b) indicative of possible common regulatory elements or amplification of these regions in the *EμMyc/Casp2*^*−/−*^ tumors. These findings highlight changes in the expression of multiple cancer-associated genes and/or gene regions that likely contribute to enhanced *EμMyc* lymphomagenesis onset.

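On chromosome 4 of GRCm38, *Megf6*, *Arhgef16* (154278469 to 154300107) and *Prdm16* (154316122 to 154637360) follow one another. *Prdm16* rose from 0.590 ± 0.352 CPM (SD, n = 4) in *EμMyc* to 16.2 ± 6.72 CPM (SD, n = 3) in *EμMyc/Casp2*-/- tumors, a log2 fold change of 4.75 (standard error 0.484, LRT FDR 6.77e-19, QLF FDR 0.000257), and kept its call in all 16 alternative fits. *Arhgef16* had 3.13 CPM in tumor EuMycC2ko215 and no read in the other *EμMyc/Casp2*-/- tumors, with a log2 fold change of 2.30 (LRT FDR 0.536, QLF FDR 0.700). *Prdm1* lies on chromosome 10 (44437174 to 44528558) and had a log2 fold change of 0.77 (LRT FDR 0.754). Of 8 tested genes within 500 kb of *Prdm16*, 0 were higher in every *EμMyc/Casp2*-/- tumor than in every *EμMyc* tumor.

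On chromosome 6, *Cd4* (124864693 to 124888247) and *Lag3* (124904359 to 124912434) had log2 fold changes of 2.21 (LRT FDR 0.0482, QLF FDR 0.262) and 2.07 (0.0848 and 0.315), and *Cd8b1* (71322788 to 71337492) of 5.34 (0.0273 and 0.149). On chromosome 9, *Cd3g* and *Cd3e* had log2 fold changes of 4.22 (LRT FDR 0.0742) and 3.91 (0.0871). On chromosome 10, *Dgka* (128720131 to 128745084) rose from 96.0 ± 9.67 to 414 ± 285 CPM, a log2 fold change of 2.11 (LRT FDR 2.09e-05, QLF FDR 0.0279), and its neighbour *Pmel* by 2.46 (0.0408 and 0.222). The ends of *Dgka* and *Pmel* overlap by position. On chromosome 11, *Card14* (119307093 to 119345379), *Sgsh* (119343489 to 119355510) and *Slc26a11* (119355509 to 119381076) rose by 2.07, 1.47 and 1.65 on the log2 scale (LRT FDR 0.00705, 0.0181 and 0.00593) without overlap between the groups. From such clusters the paper proposes common regulatory elements or amplification of these regions.

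**Figure D5:**
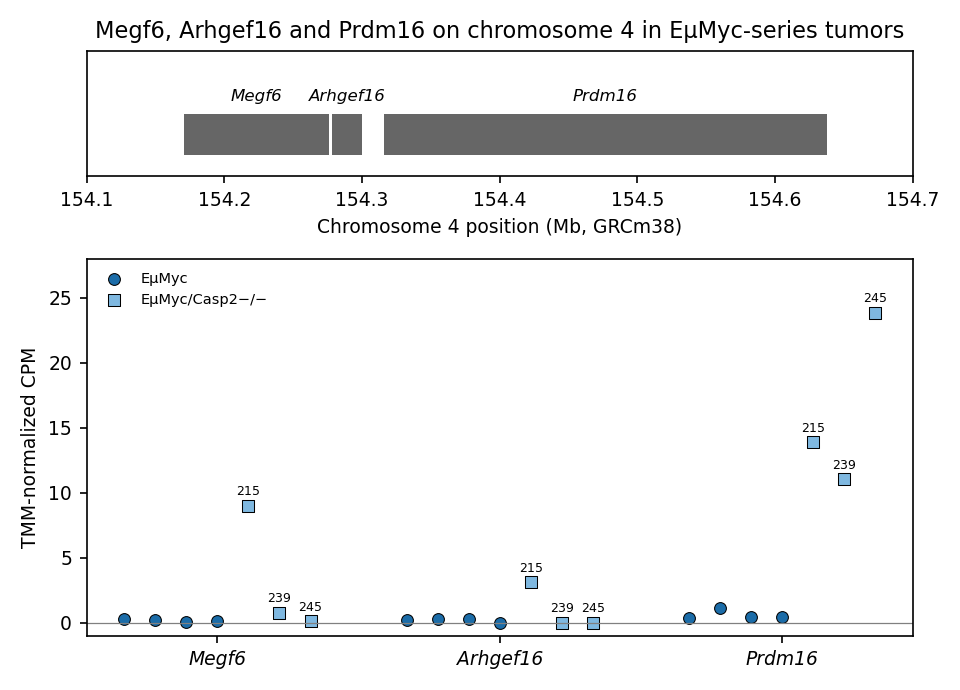
Map of *Megf6*, *Arhgef16* and *Prdm16* on chromosome 4 (position in Mb, GRCm38) and, below it, the TMM-normalized CPM of each gene in the 7 lymphomas; circles are *EμMyc* and squares *EμMyc/Casp2*-/- tumors, labelled by mouse number. *Prdm16* lies between 11.0 and 23.8 CPM in the *EμMyc/Casp2*-/- tumors and at most at 1.11 CPM in the *EμMyc* tumors, while *Megf6* and *Arhgef16* are highest in tumor EuMycC2ko215.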

The majority of the genes that make up the Myc core signature (MCS), associated with lymphoma malignancy and progression^51^ were not further altered in *EμMyc/Casp2*^*−/−*^ compared to *EμMyc* tumors (Fig. 7, Supplementary Table S8a). 

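*Bcl6*, *Camkk1*, *Cr2*, *Hivep3*, *Lef1*, *Slamf1*, *St3gal5* and *Ube2l6* were each higher on average in *EμMyc/Casp2*-/- than in *EμMyc* tumors, with log2 fold changes from 1.46 to 4.84. *Cr2* (chromosome 1, 195136811 to 195176880) rose from 0.722 ± 0.485 CPM (SD, n = 4) in *EμMyc* to 20.9 ± 31.1 CPM (SD, n = 3) in *EμMyc/Casp2*-/- tumors, a log2 fold change of 4.84 (standard error 1.19, LRT FDR 0.0198, QLF FDR 0.170), and *Hivep3* rose by 3.27 (LRT FDR 0.0488, QLF FDR 0.282). The LRT FDR was 0.0505 for *St3gal5*, 0.0589 for *Ube2l6*, 0.0608 for *Camkk1*, 0.0794 for *Slamf1*, 0.166 for *Bcl6* and 0.661 for *Lef1*. The groups did not overlap for *Cr2*, *Slamf1* and *Ube2l6*.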

Interestingly, we found nine common upregulated genes, which form part of the *Bcor* expression signature in *EμMyc* mice^52^, (*Bcl6, Camkk1, Cr2, Hivep3, Kcnb1, Lef1, Slamf1, St3gal5, Ube2l6*) (Supplementary Table S8a). However, there was no evidence of an associated increase in TGFβ signaling components in *EμMyc/Casp2*^*−/−*^ tumors, suggesting that *Bcor*-associated TGFβ signaling may not contribute to enhanced lymphomagenesis in *EμMyc/Casp2*^*−/−*^ mice.

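Components of TGFβ signaling were taken as the ligands *Tgfb1* to *Tgfb3*, the receptors *Tgfbr1* to *Tgfbr3* and the *Smad* genes, 14 genes in all. None was a DEG between *EμMyc/Casp2*-/- and *EμMyc* tumors. Their log2 fold changes lay between -3.14, for *Smad9*, and 0.34, for *Tgfb3*, with a median of -0.08, and the smallest QLF FDR among them was 0.364.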

**Fig. 7:**
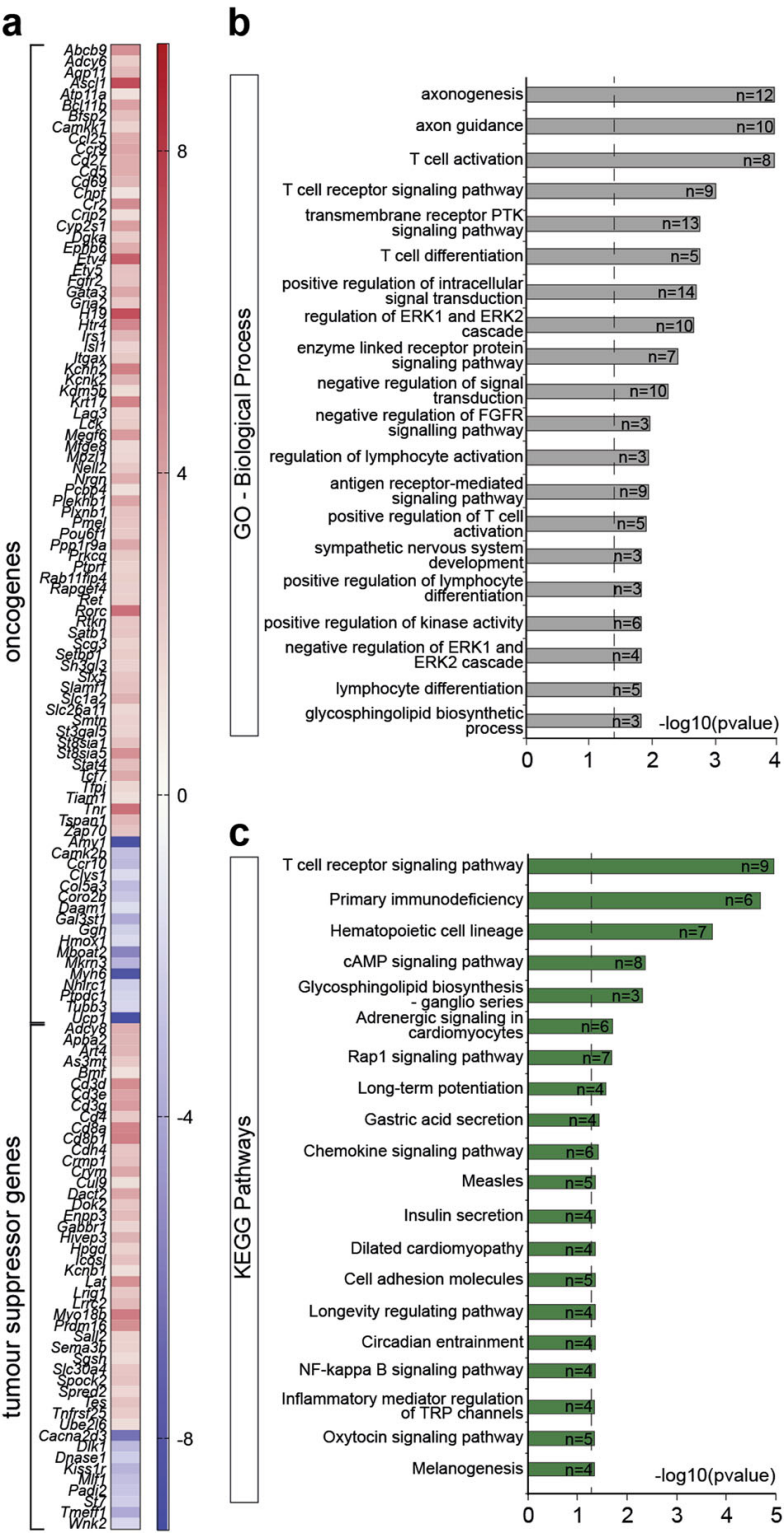
Differentially expressed genes in *EµMyc/Casp2*^−/−^ tumors associated with cancer progression. **a** Heat-map illustrating the increase (red) and decrease (blue) in expression (log2-fold change) of various cancer-associated genes in *EµMyc/Casp2*^*−/−*^ tumors. **b** Gene Ontology annotation analysis of the top 20 significantly enriched biological processes (Benjamini adjusted *P* < 0.05), associated with the genes listed in (**a**), that show changes in gene expression (FDR < 0.1) (*n* = 147). The number of genes associated with each biological process is indicated. Complete gene ontology lists are provided in Supplementary Table S8c. **c** Pathway enrichment analysis (KEGG and REACTOME), of the cancer-associated genes differentially expressed in *EµMyc/Casp2*^*−/−*^ tumors (*n* = 147). The top 20 enriched pathways are shown. Complete enriched pathway lists are provided in Supplementary Table S8d. The genes associated with each pathway are indicated. Dotted line indicates significance cut off (-log10(*P*-value), Benjamini corrected)

Analysis of the 147-gene signature in *EμMyc/Casp2*^*−/−*^ tumors, identified axonogenesis, T-cell signaling, protein kinase B signaling, and signal transduction as the top enriched BPs and MFs (Fig. 7b, Supplementary Table S8c). 

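Of the genes that the paper lists for axonogenesis, 6 of 12 were DEGs by the LRT in *EμMyc/Casp2*-/- against *EμMyc* tumors, 5 up and *Tubb3* down (log2 fold change -1.97). For T-cell receptor signaling 6 of 9 were DEGs, with log2 fold changes over the list from 2.14 to 4.77, and for protein kinase B signaling 3 of 5, namely *Irs1*, *Spry2* and *Gata3*. *Lck*, which is on both of these lists, had an LRT FDR of 0.104. No gene of the lists passed by QLF. The paper chose these genes at an FDR of 0.1, and the highest LRT FDR of the lists was 0.101, 0.104 and 0.104. Fitting only the lymphomas left 0 of 12, 1 of 9 and 0 of 5 genes past the LRT threshold of 0.05.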

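Of the cancer-associated genes that the paper places in KEGG pathways, 6 of 9 in T-cell receptor signaling, 4 of 6 in primary immunodeficiency and 4 of 7 in hematopoietic cell lineage were up DEGs by the LRT. The median log2 fold changes of the lists were 3.91, 3.24 and 4.22. The *EμMyc/Casp2*-/- tumors lay above all *EμMyc* tumors for 4, 3 and 3 of these DEGs. *Cd5* had an LRT FDR of 0.0655, above the threshold.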

Consistent with this, T-cell receptor signaling, primary immunodeficiency and hematopoietic cell lineage were the top enriched KEGG pathways (Fig. 7c, Supplementary Table S8d), with Rap1 signaling and cell adhesion molecules also identified from our total DEG list (Fig. 4e). This indicates the DEGs in *EμMyc/Casp2*^*−/−*^ tumors are largely established cancer-associated genes.

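In the lymphomas the paper lists *Camk2b*, *Tcf7*, *Adcy8* and *Adcy6* for melanogenesis, and *Camk2b*, *Vangl2*, *Daam1* and *Tcf7* for Wnt signaling. By the LRT all 4 of the first and 3 of the second list were DEGs, and every gene of both had an LRT FDR under 0.1. *Camk2b* (chromosome 11, 5969629 to 6066357) fell from 68.7 ± 60.8 CPM (SD, n = 4) in *EμMyc* to 7.85 ± 7.29 CPM (SD, n = 3) in *EμMyc/Casp2*-/- tumors, a log2 fold change of -3.13 (standard error 0.745, LRT FDR 0.0191, QLF FDR 0.223). *Tcf7* (chromosome 11, 52246527 to 52283383) rose from 6.37 ± 5.51 to 81.0 ± 112 CPM, a log2 fold change of 3.67 (standard error 0.817, LRT FDR 0.00450, QLF FDR 0.149), and by 1.38 without tumor EuMycC2ko215. The lists share no gene with those that the paper gives for these pathways in the neuroblastomas.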

Interestingly, the pathways melanogenesis and Wnt signaling were identified in the DEGs from both [*EμMyc/Casp2*^*−/−*^ v *EμMyc*] (Fig. 7c, Supplementary Table S8d) and [*Th-MYCN/Casp2*^*−/−*^ v *Th-MYCN*] (Fig. 5d) tumor comparisons. Increased expression of *Tcf7*, and its co-operating transcription factor *Lef1*, were further confirmed by quantitative PCR analysis in different *EμMyc/Casp2*^*−/−*^ tumor samples (Fig. 6a).

### Comparison of DEGs in *EμMyc/Casp2*^*−/−*^ compared to *Th-MYCN/Casp2*^*−/−*^ tumors

We compared the DEGs from *EμMyc/Casp2*^*−/−*^ to *Th-MYCN/Casp2*^*−/−*^ tumors in aim to define unique components and pathways associated with enhanced *EμMyc*-mediated lymphomagenesis. A 4-way Venn diagram identified 659 uniquely upregulated and 374 downregulated genes in the *EμMyc/Casp2*^*−/−*^ compared to *Th-MYCN/Casp2*^*−/−*^ tumors (Fig. 8a). 

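Of the DEGs between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors, 687 were up and 441 down without being DEGs between *EμMyc* and *Th-MYCN* tumors. Another 2346 were up and 3655 down in both comparisons. Across the fits with a tumor left out, the 687 ranged from 579 to 782 and the 441 from 404 to 508. A gene on only 1 of the lists need not differ between them. That difference is tested by the interaction of genotype and tumor type, whose number of DEGs was reached by 6 of 100 splits of the tumors, the real one included.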

An additional 14 genes (*Abcc2, Ccdc27*, *H19, Itgax, Krt17, Megf6, Mitf, Mmp12, Rcn1, Rorc and Amy1, Col5a3, Kcnk1, Pitpnm2*) were differentially regulated compared to the *EμMyc* v *Th-MYCN* DEGs (Supplementary Table S4c), with some genes significantly associated with extracellular matrix organization (*Mmp12, Col5a3, Itgax*) (GO:0030198, Benjamini corrected *P* = 0.047), highlighting an important difference in the *EμMyc/Casp2*^*−/−*^ tumors.

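There were 16 genes with opposite DEG calls in the comparisons of tumor types, the paper's 14 with *C030034L19Rik* and *Car2*. *Rcn1* went from a log2 fold change of -2.25 between *EμMyc* and *Th-MYCN* tumors (LRT FDR 2.23e-13) to 2.49 between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors (LRT FDR 3.76e-14), and *Pitpnm2* from 1.72 (3.77e-06) to -2.86 (9.10e-11). *Rcn1* fell with *Casp2* loss in the neuroblastomas, and *Pitpnm2* in the lymphomas, from between 70.5 and 162 CPM in the 4 *EμMyc* tumors to between 4.74 and 7.93 CPM in the 3 *EμMyc/Casp2*-/- tumors. *Mmp12*, *Col5a3* and *Itgax* changed from -1.52 to 1.77, from 1.59 to -2.36 and from -2.18 to 1.61. *Amy1*, which has close copies in the amylase family that its reads could be split with, changed from 4.57 to -4.70. Salivary gland markers, DEGs among them, had a mean log2 CPM of 4.51 to 6.44 in tumors EuMyc829, EuMyc743b and EuMyc835. It was -0.39 in tumor EuMyc614 and at most 1.06 in the *EμMyc/Casp2*-/- tumors. Gland tissue in some *EμMyc* samples is therefore not excluded for this amylase gene. In *EμMyc/Casp2*-/- against *Th-MYCN/Casp2*-/- tumors QLF called 6 of the 10 genes that were up and 4 of the 4 that were down.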

**Fig. 8:**
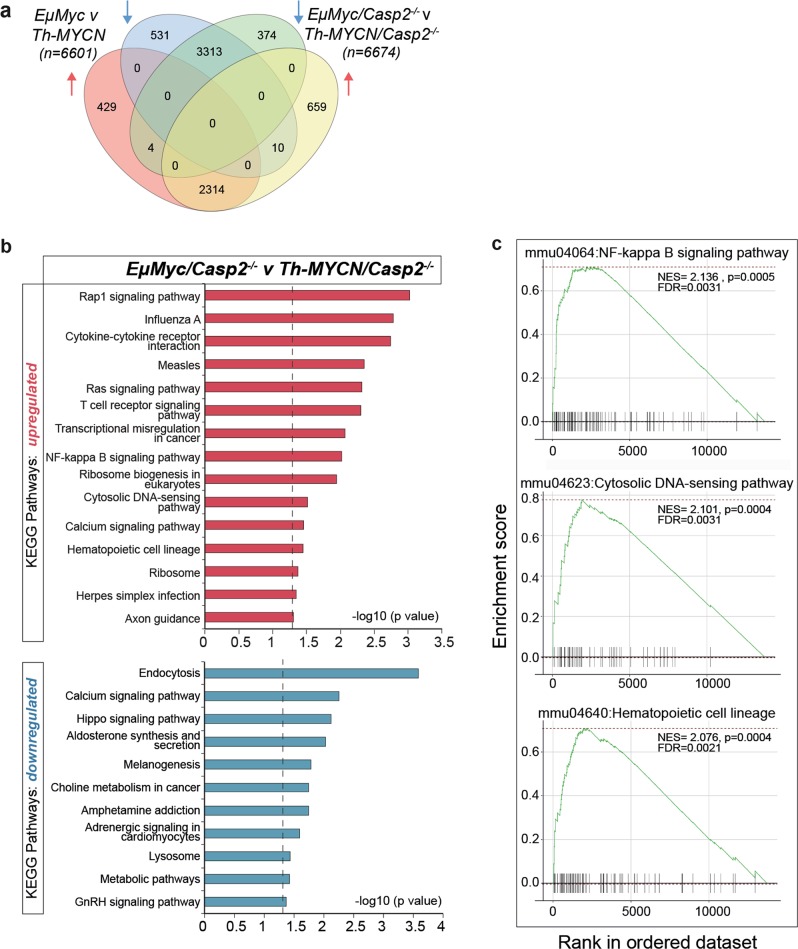
Comparison of differentially expressed genes and enriched pathways in *EµMyc/Casp2*^−/−^ and *Th-MYCN/Casp2*^−/−^ tumors. **a** Four-way Venn diagram summary of unique and overlapping upregulated and downregulated genes in the indicated comparison groups. The list of unique and overlapping genes in each group is provided in Supplementary Tables S4c and S4d. **b** KEGG Pathway enrichment analysis of upregulated (red) and downregulated (blue) pathways in *EµMyc/Casp2*^*−/−*^ tumors compared to *Th-MYCN*/*Casp2*^*−/−*^ tumors. Number of genes associated with each pathway is indicated. Complete enriched pathway lists are provided in Supplementary Table S6d. Dotted line indicates significance cut off (-log10(*P*-value) Fisher's exact test). **c** GSEA of the upregulated and downregulated pathways from (**b**). Black bars represent the position of members of the category in the ranked list together with the running enrichment score (plotted in green). NES = normalized enrichment score, FDR = false discovery rate

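The genes that the paper lists for immune response, inflammatory response, angiogenesis and cell migration were tested between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors, where a difference of tumor type and one of genotype are not separated. The paper took these genes from its DEGs of this comparison, so most calls here were set in advance. Up DEGs by the LRT were 24 of 26, 33 of 37, 22 of 24 and 10 of 11. By QLF they were 23, 28, 20 and 10. The tumors did not overlap for 15, 19, 14 and 7 of the LRT calls.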

Gene ontology analysis of the exclusively upregulated genes (*n* = 659) identified the BPs immune response, inflammatory response, angiogenesis, and cell migration (Benjamini corrected *P* < 0.05) (Supplementary Figures S4a-b, Supplementary Tables S5c-d). 

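For regulation of apoptotic process 10 of the 11 genes the paper lists were up DEGs in *EμMyc/Casp2*-/- against *Th-MYCN/Casp2*-/- tumors, with *Casp1* at a log2 fold change of 3.20. For response to hypoxia 13 of 14 were up, for reactive oxygen species metabolic process 4 of 5 and for hematopoietic progenitor cell differentiation 8 of 8. QLF kept 9, 12, 4 and 8 of them.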

Interestingly, regulation of apoptosis, response to hypoxia, reactive oxygen species, metabolic process and hematopoietic progenitor cell differentiation are processes consistent with loss of caspase-2 function^6^ (Supplementary Figure S4b, Supplementary Table S5d). 

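For neuron maturation *Cdkn1c*, *Irx5* and *Nr4a2* were lower in every *EμMyc/Casp2*-/- tumor than in every *Th-MYCN/Casp2*-/- tumor, with log2 fold changes of -3.05, -8.19 and -1.77, and the 3 genes passed by both tests.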

Analysis of the downregulated genes (*n* = 374) identified 13 unique BPs, with neuron maturation being the most significantly decreased, perhaps consistent with its primary role in *Th-MYCN/Casp2*^*−/−*^ tumors (Benjamini corrected *P* < 0.05). 

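All 4 genes that the paper lists for response to fatty acid, all 12 for protein ubiquitination, all 5 for negative regulation of epithelial cell proliferation and all 5 for cell cycle arrest were down DEGs by the LRT in *EμMyc/Casp2*-/- against *Th-MYCN/Casp2*-/- tumors. QLF called 3, 12, 5 and 5. Median log2 fold changes were -2.74, -1.32, -3.05 and -1.43. *Cdkn1c*, *Tgfb2* and *Apc* are on both the epithelial and the cell cycle list.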

Other notable downregulated pathways (e.g., response to fatty acid, ubiquitination, negative regulation of epithelial cell proliferation, and cell cycle arrest) highlight multiple uniquely deregulated processes, previously been linked to *Casp2* loss, and suggest their role in contributing to enhanced lymphomagenesis in *EμMyc/Casp2*^*−/−*^mice.

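For Rap1 signaling 16 of the 19 genes listed by the paper were up DEGs between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors by either test, with a median log2 fold change of 2.30. For cytokine-cytokine receptor interaction 18 of 20 were up by the LRT and 17 by QLF, with a median of 2.26. The *EμMyc/Casp2*-/- tumors lay above all *Th-MYCN/Casp2*-/- tumors for 10 of the 16 and 8 of the 18 DEGs.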

KEGG pathway analysis identified increased Rap1 signaling and cytokine-cytokine receptor interaction as the most significantly enriched and unique pathways (*P*<0.001, Fisher's exact test) (Fig. 8b, Supplementary Tables S6c-d). In addition to T-cell receptor signaling identified from the above analysis (Fig. 4b), enrichment of NFκB signaling and cytosolic-DNA sensing were also confirmed by GSEA (Fig. 8c) (Supplementary Table S6d). 

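In the same comparison 9 of 11 listed genes for T-cell receptor signaling, 10 of 10 for NFκB signaling and 7 of 7 for cytosolic-DNA sensing were up DEGs by the LRT, and 8, 10 and 6 by QLF. The largest log2 fold change among the NFκB genes was 6.24, for *Lat*, which is also on the T-cell receptor list. *Cxcl10* (3.70) had the largest among the cytosolic-DNA sensing genes.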

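The paper lists 14 genes for endocytosis, among them *Smad2*, *Tgfb2*, *Nedd4l*, *Arrb1* and *Wasl*. All 14 were down DEGs in *EμMyc/Casp2*-/- against *Th-MYCN/Casp2*-/- tumors by the LRT, and 12 by QLF, with log2 fold changes from -2.88 to -1.07. The tumors did not overlap for 13 of them.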

Interestingly, endocytosis was the top pathway associated with downregulated genes (Benjamini corrected *P* = 0.049), a process that has emerged as a key hallmark of cancer, by affecting cell surface expression of critical molecules and signaling processes^53^. Calcium signaling, and Hippo signaling pathways were also uniquely enriched (Fig. 8b, Supplementary Table S6d). 

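All 9 genes listed for calcium signaling were down DEGs between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors, from -4.59 for *Grin2d* to -1.09 for *Itpkc* on the log2 scale, and 7 of them by QLF. For Hippo signaling the 8 listed genes ran from -6.06 for *Gdf5* to -1.13 for *Smad2*, and QLF called 7. Every gene of the Hippo list and 8 of the 9 calcium genes were lower in every *EμMyc/Casp2*-/- tumor than in every *Th-MYCN/Casp2*-/- tumor.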

Consistent with this, reduced expression of *Camk2a* and *Camk2b* was validated in different *EμMyc/Casp2*^*−/−*^ tumor samples (Fig. 6b). These findings highlight several new pathways that are deregulated in *EμMyc/Casp2*^*−/−*^ tumors that can contribute to tumorigenesis.

## Discussion

We used transcriptome profiling to characterize gene expression changes and pathways affected by *Casp2* deficiency, in tumors from *Th-MYCN* neuroblastoma^30^ and *EμMyc* lymphoma transgenic mouse models^7^. Our study has identified specific caspase-2 expression signatures in the different tumor types that likely contribute to the distinct tumor outcomes^7,30^. The diversity in gene expression highlights the (1) heterogeneity in tumor cell populations and/or clonal co-operation between sub-clones within the same tumor (2) tumor type-specificity (3) aberrations in components of several different signaling pathways, and/or (4) subtle differences that make it difficult to detect single causative pathways.

While the changes in gene expression between the *Th-MYCN/Casp2*^*−/−*^ and *EμMyc/Casp2*^*−/−*^ comparison groups were distinct, it was interesting that *Megf6* was the only gene differentially expressed in the *Casp2*^*−/−*^ tumors. Megf6 is implicated in neural system disorders, such as ataxia^54^ and recently, the epithelial-to-mesenchyme transition (EMT) to promote metastasis in colorectal cancer via TGFβ signaling^55^. Consistent with a tumor progression function, we found higher expression of *Megf6* in *EμMyc/Casp2*^*−/−*^ and lower expression in *Th-MYCN/Casp2*^*−/−*^ tumors. Lower levels of *Megf6* expression also correlated with better survival outcome in human neuroblastoma, suggesting it may contribute to delayed neuroblastoma in the *Th-MYCN/Casp2*^*−/−*^ mouse^30^. The lack of clinical correlation with *Megf6* expression in B-cell lymphoma may be indicative of a tissue-specific function for Megf6 and/or that *Casp2* loss can cooperate with high *Megf6* expression to augment lymphomagenesis in the *EμMyc/Casp2*^*−/−*^ model. Nevertheless, these findings provide premise to further investigate Megf6 role and potential co-operation with caspase-2 function in tumorigenesis.

The delayed neuroblastoma onset in *Th-MYCN/Casp2*^*−/−*^ mice, previously highlighted the tissue/context specific role for caspase-2 in tumor suppression^30^. 

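*Notch3* (chromosome 17, 32120820 to 32166896) fell from 18.9 ± 5.52 CPM (SD, n = 4) in *Th-MYCN* to 5.48 ± 1.71 CPM (SD, n = 4) in *Th-MYCN/Casp2*-/- tumors, a log2 fold change of -1.79 (standard error 0.463, LRT FDR 0.0314, QLF FDR 0.237). *Syt17* had a log2 fold change of -1.91 (LRT FDR 0.0333), *Gldn* of -3.15 (0.0142), *Batf3* of -1.81 (0.0276), *Cbfa2t3* of -1.71 (0.00405) and *Elf4* of -1.12 (0.0534). The *Th-MYCN/Casp2*-/- tumors did not overlap the *Th-MYCN* tumors for these 6 genes, none passed by QLF, and *Gldn* and *Batf3* had means under 5 CPM in both groups.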

Our study has now identified cell differentiation as the most significantly altered biological process in *Th-MYCN/Casp2*^*−/−*^ tumors, associated with downregulation of genes that regulate neuronal differentiation and cell fate determination (*Ascl2, Gldn, Mitf, Notch3, Shb, Syt17*) and many being transcription factors (*Ascl2, Batf3, Cbfa2t3, Elf4, Gata2, Mitf*). A role for caspase-2 in neuronal differentiation, remodeling and protection against ischemic injury, has been previously implicated^34,56,57^. Silencing *Casp2* can increase expression of neuronal differentiation markers^57^, and increased differentiation in *Casp2*^*−/−*^ neurons, would be consistent with favorable neuroblastoma outcome^40^ and delayed tumor onset in *Th-MYCN/Casp2*^*−/−*^ mice^30^. Increased neuronal differentiation is also associated with high ROS levels^58^, a feature of *Casp2*^−/−^ cells^14,15^, that can further contribute to neuronal differentiation^58^. Identification of caspase-2 substrate(s) and/or interacting partners in differentiating NCCs will be key to defining its role in neurons and elucidate its function in neuroblastoma.

Our analysis identified a 41-gene signature in *Th-MYCN/Casp2*^*−/−*^ tumors, associated with neuroblastoma outcome, and involved in altered melanogenesis, Wnt and Hippo pathway signaling. Melanogenesis is known to be inhibited by excessive ROS^59^ and may therefore be affected by the increased oxidative stress and ROS in *Casp2*^*−/−*^ cells^14,15^. Melanogenesis is also associated with aggressive neuroblastoma, characterized by higher tyrosinase activity and associated increase in DOPA synthesis^60–62^. The key regulator of tyrosinase is *Mitf*, was significantly reduced in *Th-MYCN/Casp2*^*−/−*^ compared to *Th-MYCN* tumors, and may suggest a defect in DOPA synthesis in *Th-MYCN/Casp2*^−/−^ tumors, consistent with the reduction in Dopaminergic synapse signaling. In addition, Wnt signaling regulates melanogenesis by stabilization and signaling through Mitf^59^. While a role for Wnt signaling in neuroblast differentiation has been described^43,63^, it has diverse functions in cell proliferation, polarity and migration, so its role in neuroblastoma is likely complex^63^. Nevertheless, the finding here, show that loss of *Casp2* affects several components regulating the Wnt signaling pathway in neuroblastoma, that could impact neuronal differentiation and possibly neuroblastoma onset in *Th-MYCN/Casp2*^*−/−*^ mice.

Our previous studies demonstrated that loss of *Casp2* accelerates *EμMyc*-driven lymphomagenesis^7^. This study has now identified aberrant expression of 147 cancer-associated genes including increased expression of 72 oncogenes and reduced expression of 9 TSG in the *EμMyc/Casp2*^*−/−*^ tumor samples. While many of these genes may play co-operating roles with *Casp2* loss to enhance *EμMyc*-mediated lymphomagenesis, aberrant expression of some genes are likely a consequence of enhanced tumor growth caused by *Casp2* loss. Interestingly, the key pathways associated with *EμMyc/Casp2*^*−/−*^ tumors, was increased immune response, in particular T-cell activation and signaling pathways. 

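*Cd4* was measured at 199 CPM in tumor EuMycC2ko215 and at 18.2 CPM in the lowest *EμMyc/Casp2*-/- tumor, against 4.99 to 37.6 CPM in the 4 *EμMyc* tumors. *Lag3* ranged from 1.21 to 8.99 CPM in *EμMyc/Casp2*-/- and from 0.175 to 1.54 CPM in *EμMyc* tumors. *Il2ra* (chromosome 2, 11642792 to 11693194) had 2.48 ± 1.09 CPM (SD, n = 4) in *EμMyc* and 5.87 ± 6.43 CPM (SD, n = 3) in *EμMyc/Casp2*-/- tumors, a log2 fold change of 1.22 (standard error 0.788, LRT FDR 0.681, QLF FDR 0.731), and -0.17 without tumor EuMycC2ko215. The groups overlapped for the 3 genes.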

Higher expression of *CD4*, *CD25/IL2ra* and *Lag3* in *EμMyc/Casp2*^*−/−*^ tumors, are indicative of activated regulatory T-cells (Tregs) at the tumor site, which are associated with both favorable and unfavorable prognosis in B-cell lymphomas^64^. They can facilitate tumor immune evasion by directly suppressing B-lymphoma cells, and also function to inactivate tumor specific CD4^+^/CD8^+^ T-cells, leading to an immunosuppressive network associated with increased T-cell tolerance and reduced T-cell mediated killing^64^. This is a key factor in uncontrolled tumor growth and poor clinical outcome in many solid tumors^64^. Several clinical studies have also described the presence of T-cell markers (including CD3, CD4, CD8) in diffuse large B-cell lymphoma (DLBCL), but the prognostic significance of this is not clear^65^. Our data are highly suggestive that the active immune response plays a key role in augmenting tumorigenesis in *EμMyc/Casp2*^*−/−*^ mice. A role for caspase-2 in regulating inflammasome signaling and the innate immune response has been previously reported^6^. However, it is also likely that the potential role of caspase-2 in hematopoietic cell differentiation, (e.g., myeloid cell differentiation)^66^ may contribute to immunosurveillance mechanisms that determine tumor outcomes.

The comparison of gene expression profiles in *EμMyc/Casp2*^*−/−*^ tumors to *Th-MYCN/Casp2*^*−/−*^ tumors identified a significant enrichment of genes associated with Rap1 signaling. Rap1 regulates cell adhesion; a process also enriched in the *EμMyc/Casp2*^*−/−*^ tumors, and perhaps indicates a link between these two processes. While Rap1 can promote tumor cell migration, invasion, and metastasis^67^, these features have not been observed in *EμMyc/Casp2*^*−/−*^ mice, indicating possible alternative roles for Rap1 signaling in *EμMyc/Casp2*^*−/−*^ tumors. This may include Rap1 roles in regulating cytoskeletal dynamics and/or cell proliferation, previously associated with loss of caspase-2 function^6,12^. Alternatively, Rap1 signaling plays diverse roles in hematopoietic cells, including lymphocyte activation, migration/trafficking, immunological synapse^67^, B-cell development, and self-tolerance^68^. While the specific and diverse functions of Rap1 are context dependent, a role for caspase-2 in regulating Rap1 signaling is highly relevant to lymphoma onset and progression and will be important to further define the contributing roles of Rap1 and caspase-2 in B-cell lymphomagenesis.

In summary, this is the first description of tissue specific and differential gene expression signatures associated with caspase-2 deficiency that can influence tumorigenesis. In particular, our findings indicating that loss of *Casp2* impacts neuronal differentiation, is likely a key contributor to delaying neuroblastoma onset and reduced adrenal tumor development in *Th-MYCN/Casp2*^*−/−*^ mice. In contrast, increased immune processes, including hematopoietic cell lineage determination, are potential effectors in *EμMyc/Casp2*^*−/−*^ lymphomagenesis. In addition, we have identified aberrant expression of several oncogenes and tumor suppressor genes that potentially co-operate with *Casp2* loss, to determine tumor outcome. These findings reinforce the distinct contribution of signaling pathways associated with tumor onset and progression in both *Th-MYCN/Casp2*^*−/−*^ and in *EμMyc/Casp2*^*−/−*^ mice.

## Methods

### Tumor samples

Lymphomas from *EuMyc* and *EuMyc/Casp2*^*−/−*^ mice were taken from cervical lymph nodes^7^. Tumor samples from *Th-MYCN* and *Th-MYCN/Casp2*^*−/−*^ mice were selected from paraspinal thoracic tumors based on absence or reduced blood vascularization^30^. Four individual tumors per genotype were used for mRNA-seq analysis.

### RNA extraction

Total RNA was extracted from frozen tumor tissue using Trizol® reagent (Life Technologies) according to the manufacturer’s protocol. RNA was resuspended in diethylpyrocarbonate-(DEPC) treated water and quantified using a NanoDrop1000™ spectrophotometer (Thermo Scientific). RNA samples were quality tested using a 2100 Bioanalyser (Agilent Technologies) to confirm RNA integrity number (RIN) > 7.

### mRNA sequencing and bioinformatics analysis

RNA-seq and bioinformatics analysis was carried out at the ACRF Cancer Genomics Facility (Centre for Cancer Biology, UniSA). Briefly, polyA^+^ mRNA was enriched using oligo-dT beads and samples were barcoded for pooled sequencing on an Illumina HiSeq 2000 (Agilent Technologies). Short, single-end reads were carried out (1 × 50 bp flow cells) with four samples per lane. This yielded ~20–30 million raw reads per sample.

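The reads summed over the categories that STAR reports, mapped and unmapped, came to between 17528674 and 52545075 per library, with a median of 40300191 over the 15 libraries. Of the reads that mapped to a single place, 13.0% to 19.7% fell on no gene when either strand counted.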

Sequence quality was analyzed using FastQC and the resulting data sets were aligned using the STAR alignment algorithm (https://www.ncbi.nlm.nih.gov/pubmed/23104886) to the UCSC mm10/GRCm38 version of the *Mus musculus* reference genome. 

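STAR reports 3 counts for each gene, of reads on either strand, on the strand of the first read and on the opposite strand, called the second. In every library the second strand column held close to as many reads as the first, between 49.6% and 50.2% of the reads of either strand. The share of uniquely mapped reads that fell on no gene was 56.9% to 60.3% in the second strand column.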

Gene counts were obtained from the second strand of the STAR output and the resulting files were transferred to the R statistical environment. The edgeR Bioconductor package^69^ was used to fit a linear model and samples were log transformed for normalization and ranking and then expressed as log2-fold change of expression (Log2FC). Data are available in Gene Expression Omnibus (GEO) under accession GSE124051.

Multidimensional scaling plots were generated to explore the relationships in the data before and after processing. (Supplementary Figure S1a and Supplementary Table S1c). All biological replicates were similar to each other except for *EμMyc/Casp2*^*−/−*^ sample #212, which fell outside the *EμMyc* cluster. Normalization of data was able to correct for this, however a scatterplot matrix analysis of the *EμMyc* samples indicated that sample #212 was a strong outlier (Supplementary Figure S1a) and did not correlate well with other biological replicates (Supplementary Figure S1b). For this reason, *EμMyc/Casp2*^*−/−*^ sample #212 was removed from further differential expression analysis.

### Differential expression analysis of individual genes

Differential expression analysis of individual genes was carried out using edgeR. We divided samples into the two tumor types *EµMyc* and *MYCN* groups, and also into two genotype groups *Casp2*^*+/+*^ and *Casp2*^*−/−*^. Four-way comparisons in gene expression levels were made, including: (1) *Th-MYCN/Casp2*^*−/−*^ versus *Th-MYCN;* (2) *EuMyc/Casp2*^*−/−*^ versus *EuMyc;* (3) *EuMyc* versus *Th-MYCN*, and (4) *EuMyc/Casp2*^*−/−*^ versus *Th-MYCN/Casp2*^*−/−*^. Lastly we carried out an additional analysis of the differentially expressed factors caused by *Casp2* loss in *EµMyc* compared to *Th-MYCN* tumors; (*EµMyc* v *EµMyc/Casp2*^*−/−*^) versus (*Th-MYCN* v *Th-MYCN/Casp2*^*−/−*^). Raw counts were extracted for each of these samples and edgeR was used to calculate the DEGs between the two phenotypic groups and expressed as log2-fold change (Log2FC) of expression between conditions being tested.  Significant changes in gene expression levels were determined using adjusted *P*-values according to the Benjamini–Hochberg method to control for the false discovery rate (FDR) (Supplementary Tables S1c and S2a-f). For heat-maps, samples were clustered based on gene expression levels and false discovery rate (FDR < 0.05), and the most variable genes plotted (Fig. 1c, d, Supplementary Figures S2d-f, Supplementary Tables S3a-e).

### Enrichment analysis of biological processes and pathways

Analysis of Gene Ontology and enriched biological pathways was carried out on DEGs with log2FC > 1 and ≤ −1 (i.e., 2^(1); equivalent to an actual fold change of 2)^.^(FDR < 0.05), using the Functional Annotation Tool in the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/home.jsp)^70,71^. Enriched pathways were analyzed from the KEGG (Kyoto Encyclopedia of Genes and Genomes) and REACTOME database in DAVID. The threshold value of gene counts was set at 3, and the EASE score was set at 0.1 and pathways with Fisher's exact *P* < 0.05, were considered to be enriched. Where indicated, pathways were also determined using PANTHER^72^ (http://www.pantherdb.org/about.jsp) and EnRichR (http://amp.pharm.mssm.edu/Enrichr/)^73,74^ databases. Gene Set Enrichment Analysis (GSEA) of pathways and genes was performed using Bioconductor fast pre-ranked GSEA (*fgsea*) package in R.

### Real-time quantitative PCR (qPCR)

Total RNA extracted from frozen tumor tissue, was reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) with MultiScribe™ Reverse Transcriptase and oligo-dT primers. Gene expression was normalized to the housekeeping gene β-actin and then expressed as fold change compared to *EµMyc* or *Th-MYCN*/*Casp2*^*+/+*^ tumor samples, using the 2^−∆∆Ct^ method. See Supplementary Table S9 for primer sequences.

### Statistical analyses

Statistical analysis was carried out using GraphPad Prism software (v 6.0, San Diego, CA, USA). Data are expressed as mean ± SEM and two-tailed unpaired *t*-test with Welch’s correction was used for pair-wise comparisons, unless otherwise indicated. Heat-maps were generated using R software, from natural log2 transformed data. Venn diagrams were generated using online software jvenn (http://jvenn.toulouse.inra.fr/app/example.html)^75^.

## Supplementary information

Supplementary Information

Supplementary figures

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

# Supplementary material for: Transcriptome profiling of caspase-2 deficient EμMyc and Th-MYCN mouse tumors identifies distinct putative roles for caspase-2 in neuronal differentiation and immune signaling
**Source:** Cell Death Dis. 2019 Jan 22;10(2):56. doi: 10.1038/s41419-018-1296-0
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Supplementary Figure Legends**

**Supplementary Figure S1. Mulitdimensional Scaling (MDS) analysis of RNA-seq data.** (a) MDS plot from RNA-seq data shows distinct clustering of *EµMyc* (n=4) and *EµMyc/Casp2^-/-^*  (n=4) compared to *Th-MYCN* (n=4) and *Th-MYCN*/*Casp2^-/-^*  (n=4) tumor samples. (b) 2-dimensional scatterplot matrix of log2 normalized expression, illustrating the correlation between *EµMyc* (n=4) and *EµMyc/Casp2^-/-^*  (n=4) samples. Biological replicates within groups show little variation, except for *EµMyc/Casp2^-/-^* sample #212, which was omitted from further analysis due to poor correlation with other samples.

**Supplementary Figure S2. RNA-seq comparison of *EµMyc* and *Th-MYCN* tumor samples*.*** (a-c) Volcano plots illustrating differentially expressed genes when comparing (a) *EµMyc* and *Th-MYCN,* (b) *EµMyc/Casp2^-/-^* and *Th-MYCN*/*Casp2^-/-^* and (c) genes from [*EµMyc/Casp2^-/-^* v *EµMyc*] compared to [*Th-MYCN*/*Casp2^-/-^* v *Th-MYCN*]. Colored points represent differentially expressed genes (cut-off FDR<0.05) with log2FC >1 and <-1 that are either over-expressed (red) or under-expressed (blue) in each comparison group. For a complete list of differentially expressed genes, see Supplementary Table S2c and S2d. (d-f) Heat maps of differentially expressed genes associated with the comparison groups in a-c. Heat maps display the number of increased (red) or decreased (blue) genes. For gene lists associated with heat-maps see Supplementary Tables S3d - S3e.

**Supplementary Figure S3. Differential expression of genes in *Th-MYCN*/*Casp2^-/-^* associated with neuroblastoma prognosis.** Event-free survival curves for neuroblastoma patients from publicly available expression array data showing the expression correlation of the indicated genes with survival outcome in neuroblastoma. (a) Survival curves for genes where expression in *Th-MYCN*/*Casp2^-/-^* tumors correlates with favorable outcome and (b) Survival curves for genes where expression in *Th-MYCN*/*Casp2^-/-^* tumors correlates with unfavorable outcome. *P*values, using the method of Kaplan–Meier (Benjamini correction), are shown.

**Supplementary Figure S4. Gene ontology and pathway enrichment in *EµMyc* compared to *Th-MYCN* tumor samples*.*** (a, b) Gene Ontology annotation analysis of the significantly enriched biological processes (Benjamini adjusted *P*<0.05), associated with up-regulated (red) and down-regulated (blue) genes significantly altered in (a) *EµMyc* compared to *Th-MYCN* tumors and in (b) *EµMyc/Casp2^-/-^* compared to *Th-MYCN/Casp2^-/-^* tumors. Complete gene ontology lists are provided in Supplementary Table S5c. (c) Pathway enrichment analysis (KEGG and REACTOME) of up-regulated (red) and down-regulated (blue) genes in *EµMyc/Casp2^-/-^* compared to *Th-MYCN/Casp2^-/-^* tumors. The number of genes associated with each pathway is indicated. Complete enriched pathway lists are provided in Supplementary Table S6c.

**Supplementary Tables**

**Supplementary Table S1 (a-c):** Sequencing information including (a) sample summary and basic statistics, (b) raw counts and (c) normalized counts for each biological replicate (n=4 per genotype).

**Supplementary Table S2 (a-f):** Differentially expressed gene lists comparing tumor samples from the following genotypes: (a) *Th-MYCN/Casp2^-/-^* vs *Th-MYCN*, (b) *EμMyc/Casp2^-/-^* vs *EμMyc*, (c) *EμMyc* vs *Th-MYCN* and (d) *EμMyc/Casp2^-/-^* vs *Th-MYCN/Casp2^-/-^* comparisons and (e) an interaction comparing genes from (*EμMyc/Casp2^-/-^* vs *EμMyc*) to (*Th-MYCN/Casp2^-/-^* vs *Th-MYCN*). Table S2f provides a summary of genes that are significantly differentially expressed in at least one these comparisons. Log2FC= log2-fold change of expression between conditions being tested, LogCPM= average log2-counts per million; LR= likelihood ratio statistics; *P*value: exact p-value for differential expression; FDR= Benjamini adjusted *P*value.

**Supplementary Table S3 (a-e):** Differentially expressed gene lists corresponding to the order of the associated heat-maps displayed in Figure 1d and Supplementary Figure S2d-f, for the following comparisons: (a) *Th-MYCN/Casp2^-/-^* vs *Th-MYCN*, (b) *EμMyc/Casp2^-/-^* vs *EμMyc*, (c) *EμMyc* vs *Th-MYCN* and (d) *EμMyc/Casp2^-/-^* vs *Th-MYCN/Casp2^-/-^* and (e) an interaction comparing genes from (*EμMyc/Casp2^-/-^* vs *EμMyc*) to (*Th-MYCN/Casp2^-/-^* vs *Th-MYCN*).

**Supplementary Table S4 (a-c):** Common and exclusive gene lists identified by a four-way Venn diagram analysis of differentially expressed genes comparing (a) all DEGs from (*Th-MYCN/Casp2^-/-^* vs *Th-MYCN*); (*EμMyc/Casp2^-/-^* vs *EμMyc*,); (*EμMyc* vs *Th-MYCN*) and (*EμMyc/Casp2^-/-^* vs *Th-MYCN/Casp2^-/-^*), (b) up-regulated and down-regulated genes from (*Th-MYCN/Casp2^-/-^* vs *Th-MYCN*) and (*EμMyc/Casp2^-/-^* vs *EμMyc*,) and (c) up-regulated and down-regulated genes from (*EμMyc* vs *Th-MYCN*) and (*EμMyc/Casp2^-/-^* vs *Th-MYCN/Casp2^-/-^*) DEG lists. [FC>2 and <-2; FDR<0.05].

**Supplementary Table S5 (a-d):** Gene Ontology lists of unique up-regulated and down-regulated genes (FC>2 and <-2; FDR<0.05) for each comparison: (a) *Th-MYCN/Casp2^-/-^* vs *Th-MYCN*, (b) *EμMyc/Casp2^-/-^* vs *EμMyc*, (c) *EμMyc* vs *Th-MYCN* and (d) *EμMyc/Casp2^-/-^* vs *Th-MYCN/Casp2^-/-^*. Ontology terms include Biological Process (BP), Molecular Function (MF) and Cellular Component (CC) for each comparison, determined using DAVID Bioinformatics resources 6.8 ([http://david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov" \t "_blank)).

**Supplementary Table S6 (a-d):** Lists of enriched biological pathways for differentially expressed and unique genes determined by Venn Diagram analysis (FC>2 and <-2; FDR<0.05) of up-regulated and down-regulated genes from: (a) *Th-MYCN/Casp2^-/-^* vs *Th-MYCN*, (b) *EμMyc/Casp2^-/-^* vs *EμMyc*, (c) *EμMyc* vs *Th-MYCN*, (d) *EμMyc/Casp2^-/-^* vs *Th-MYCN/Casp2^-/-^* comparisons. Pathways include Kyoto Encyclopedia of Genes and Genomes (KEGG) and REACTOME pathways identified using DAVID Bioinformatics resources 6.8 ([http://david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov" \t "_blank)) and PANTHER (<http://www.pantherdb.org/pathway/>).

**Supplementary Table S7 (a-d):**

Differentially expressed genes in *Th-MYCN/Casp2^-/-^* compared to *Th-MYCN* tumors that are associated with known or predicted functions in Neuroblastoma. (a) Differentially expressed gene list with fold change (FC) and associated prognostic indicator, neuronal function and pathways. (b) Gene lists indicating chromosomal position on the mouse genome. (c) Gene ontology and (d) Pathway (KEGG, REACTOME and PANTHER) analysis of neuroblastoma associated genes (n=41) selected based on FC>2 and <-2 (*P*<0.05; FDR<0.1) and identified using EnrichR (<http://amp.pharm.mssm.edu/Enrichr/index.html>).

**Supplementary Table S8 (a-d):** Identification and analysis of cancer associated genes that are differentially expressed in *EμMyc/Casp2^-/-^* compared to *EμMyc* tumor samples. (a) Differentially expressed gene list with associated fold change (FC), oncogenic and/or tumor suppressor classification and pathways. (b) Gene list with associated chromosomal position on the mouse genome. (c) Gene ontology and (d) Pathway (KEGG, REACTOME and PANTHER) analysis of cancer associated genes (n=147) selected based on FC>2 and <-2 (FDR<0.1), identified using EnrichR (<http://amp.pharm.mssm.edu/Enrichr/index.html>).

**Supplementary Table S9:** Sequences of primers used for quantitative PCR analysis.

# Supplementary material for: Transcriptome profiling of caspase-2 deficient EμMyc and Th-MYCN mouse tumors identifies distinct putative roles for caspase-2 in neuronal differentiation and immune signaling
**Source:** Cell Death Dis. 2019 Jan 22;10(2):56. doi: 10.1038/s41419-018-1296-0
**Supplement:** Supplementary file 2 — Supplementary figures

**a**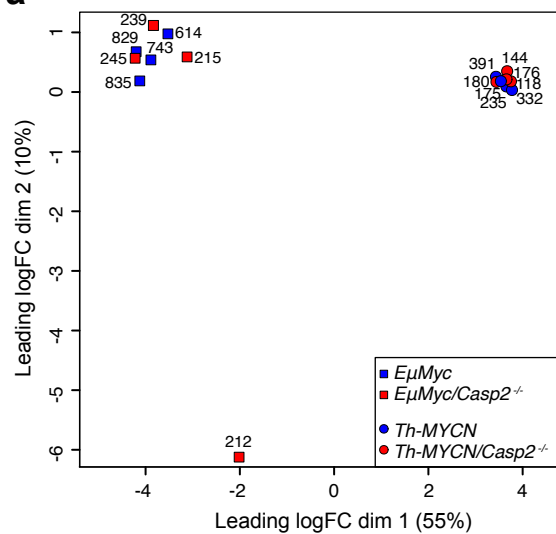**b**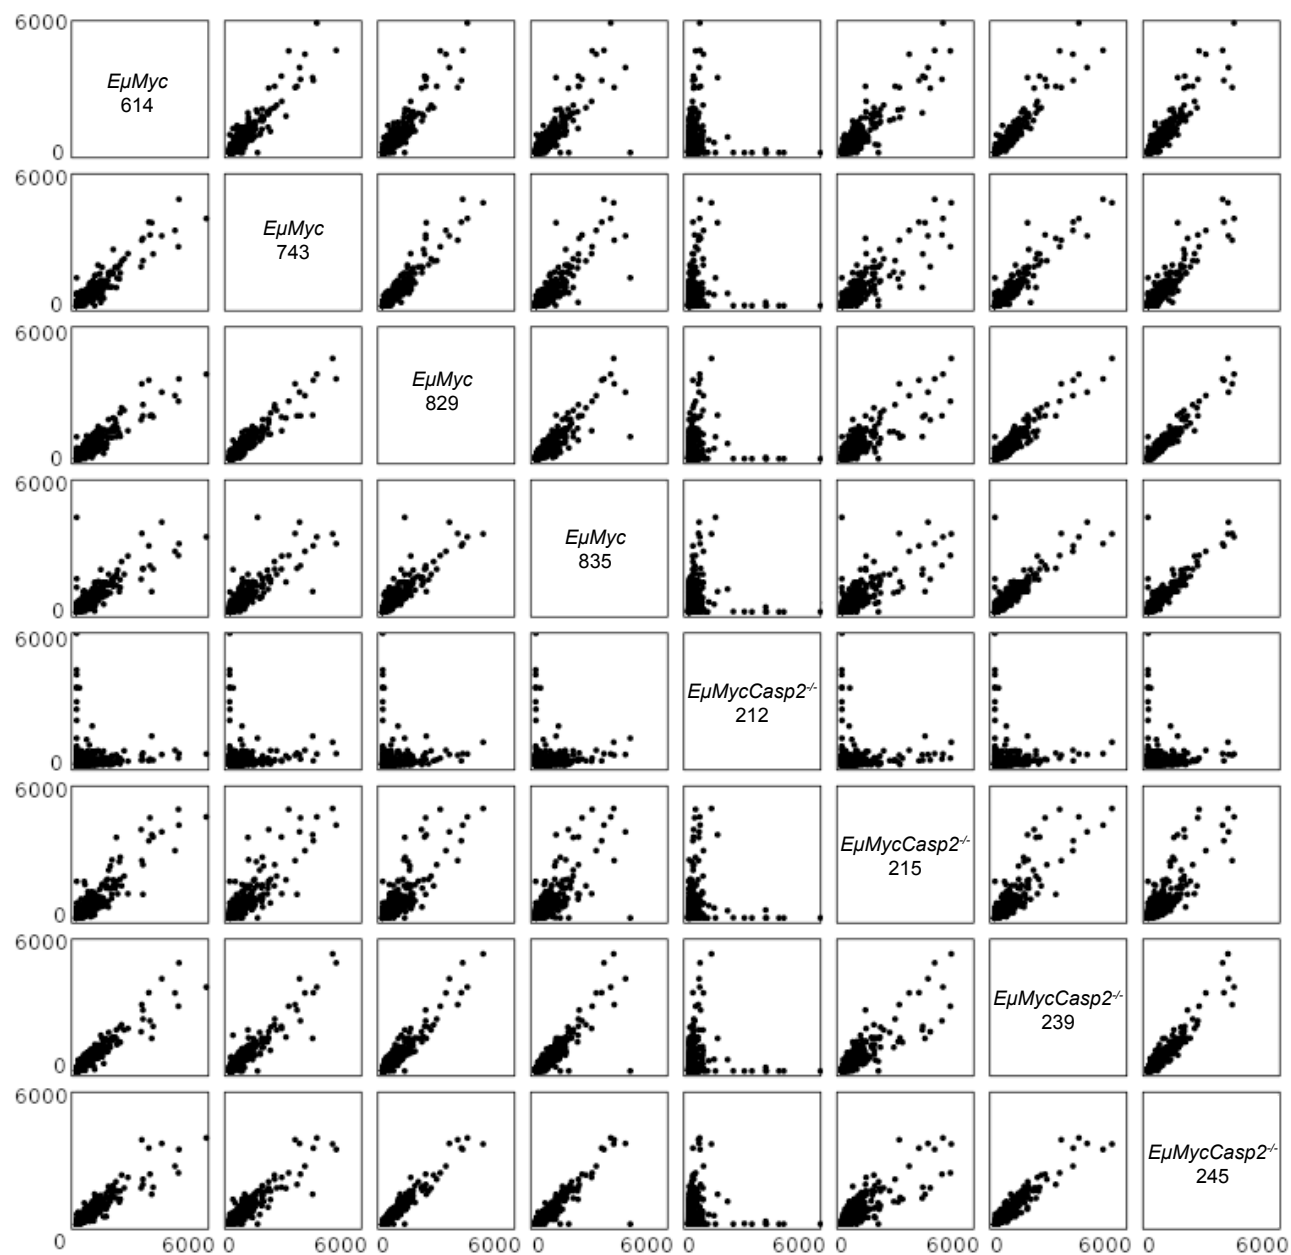**Supplementary Figure S1**

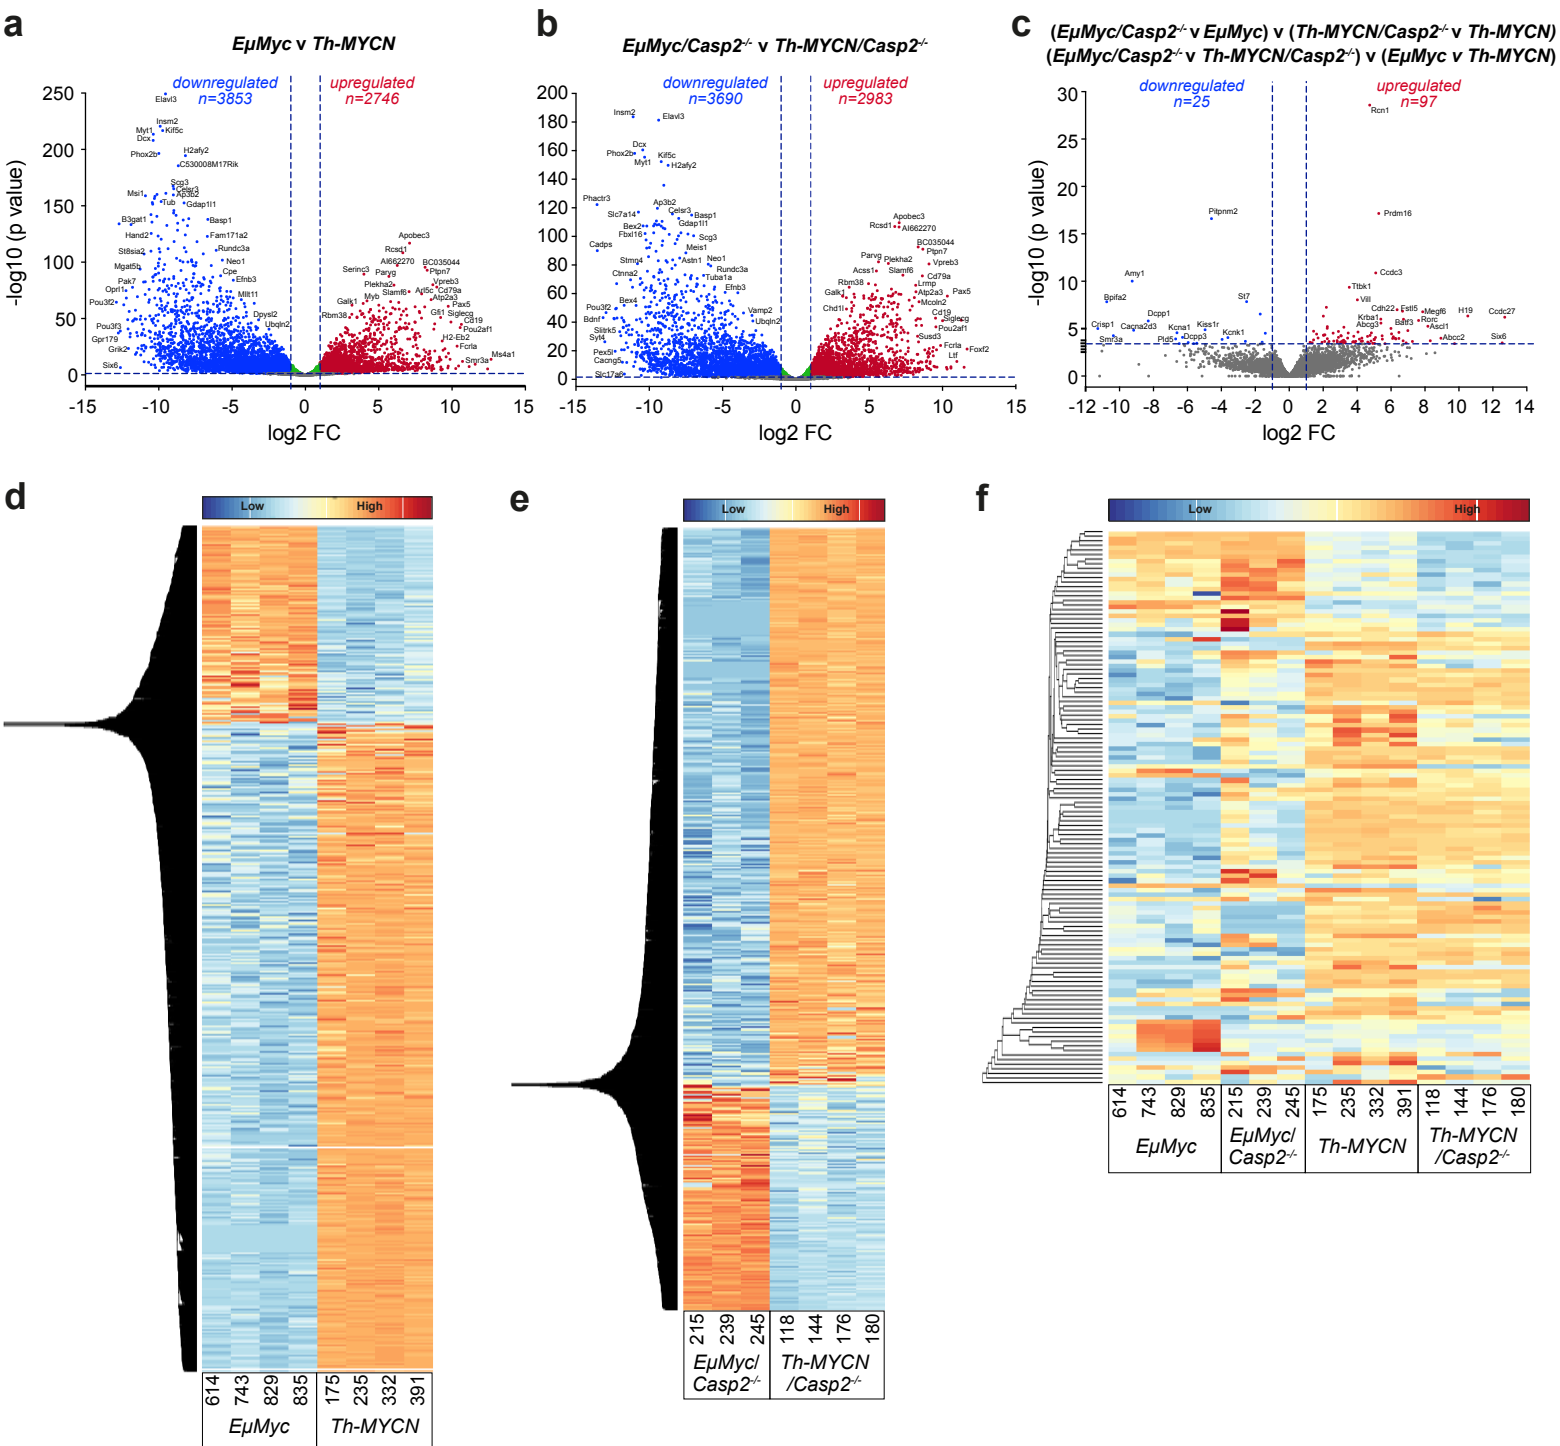

Supplementary Figure S2

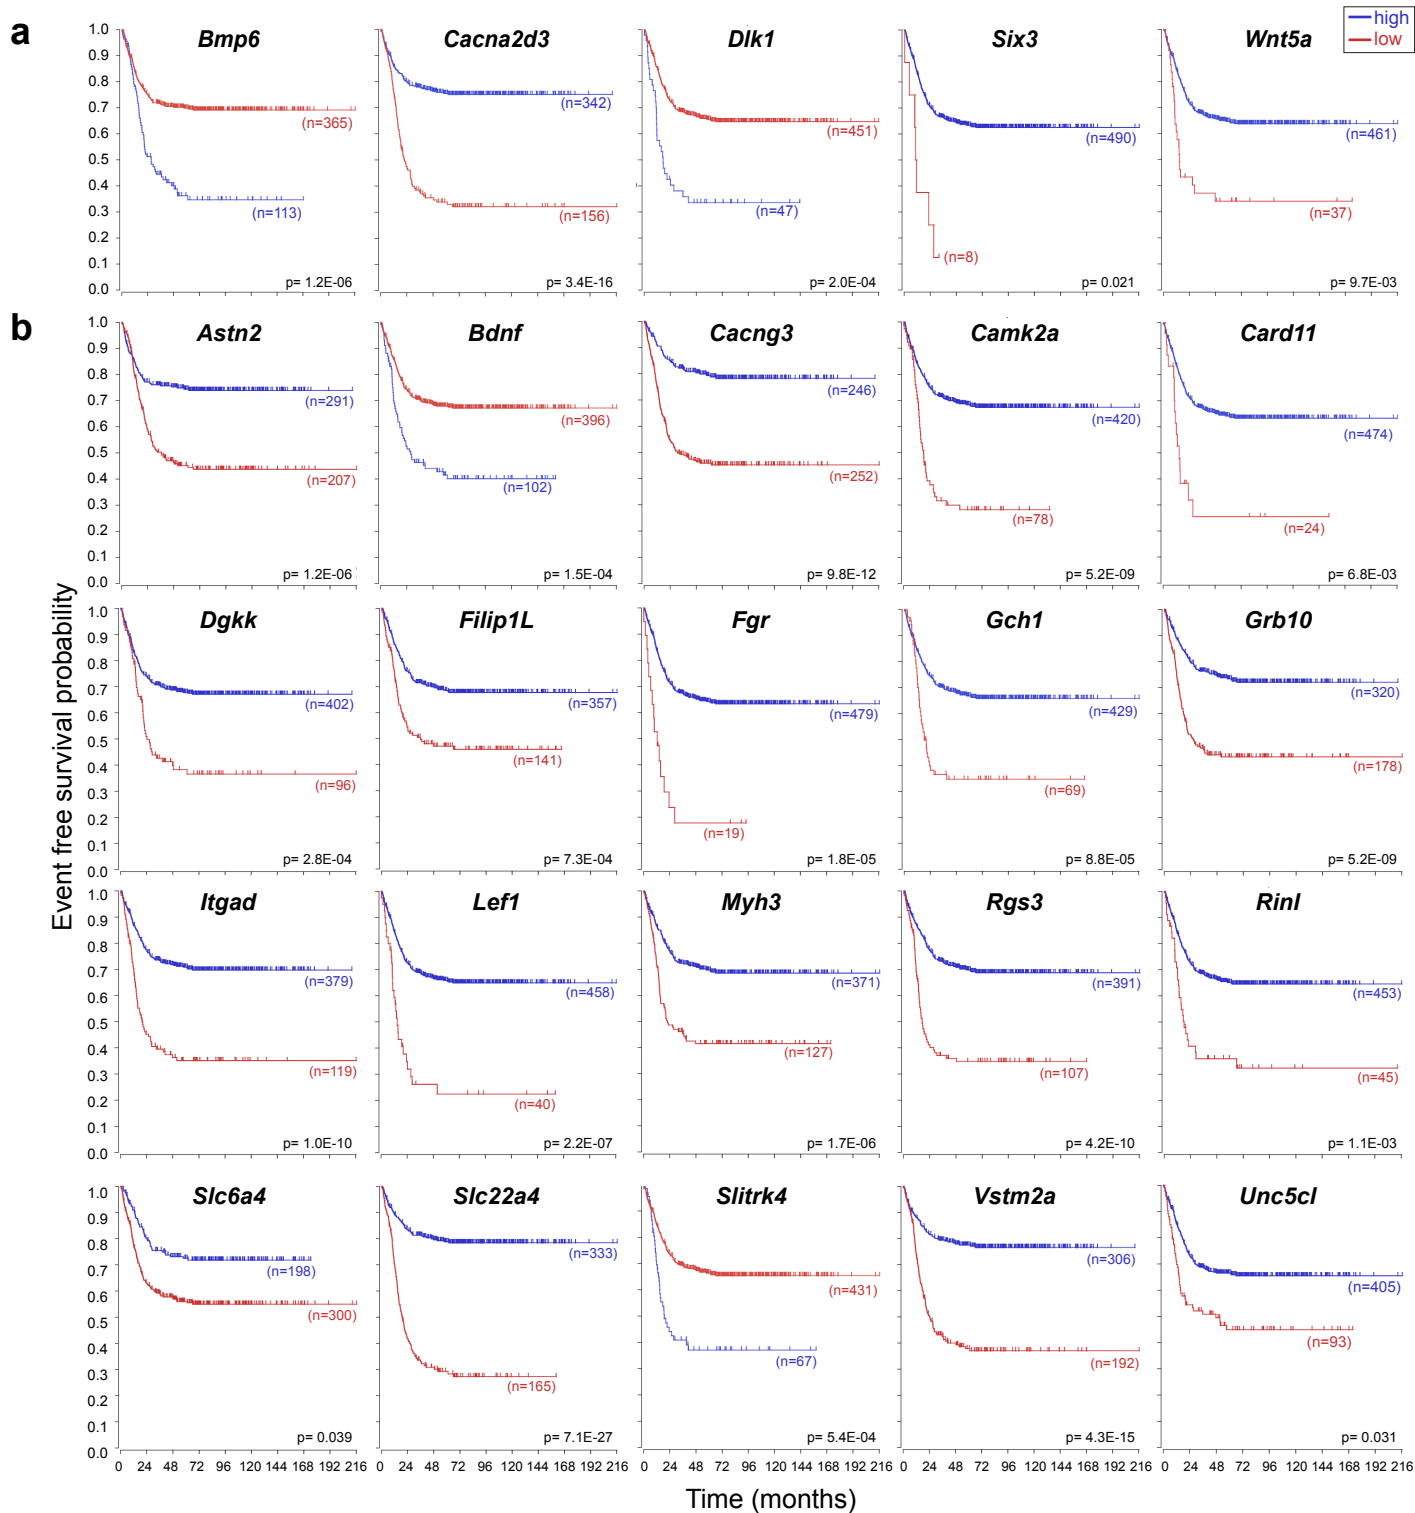

**Supplementary Figure S3**

a

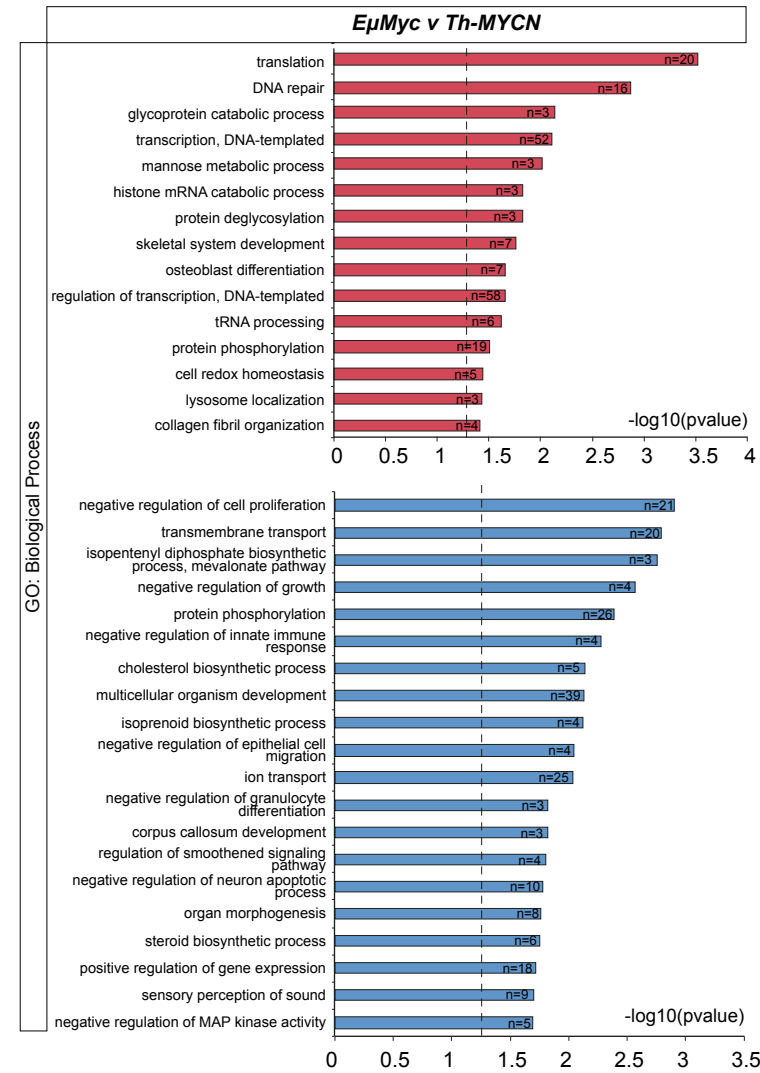

b

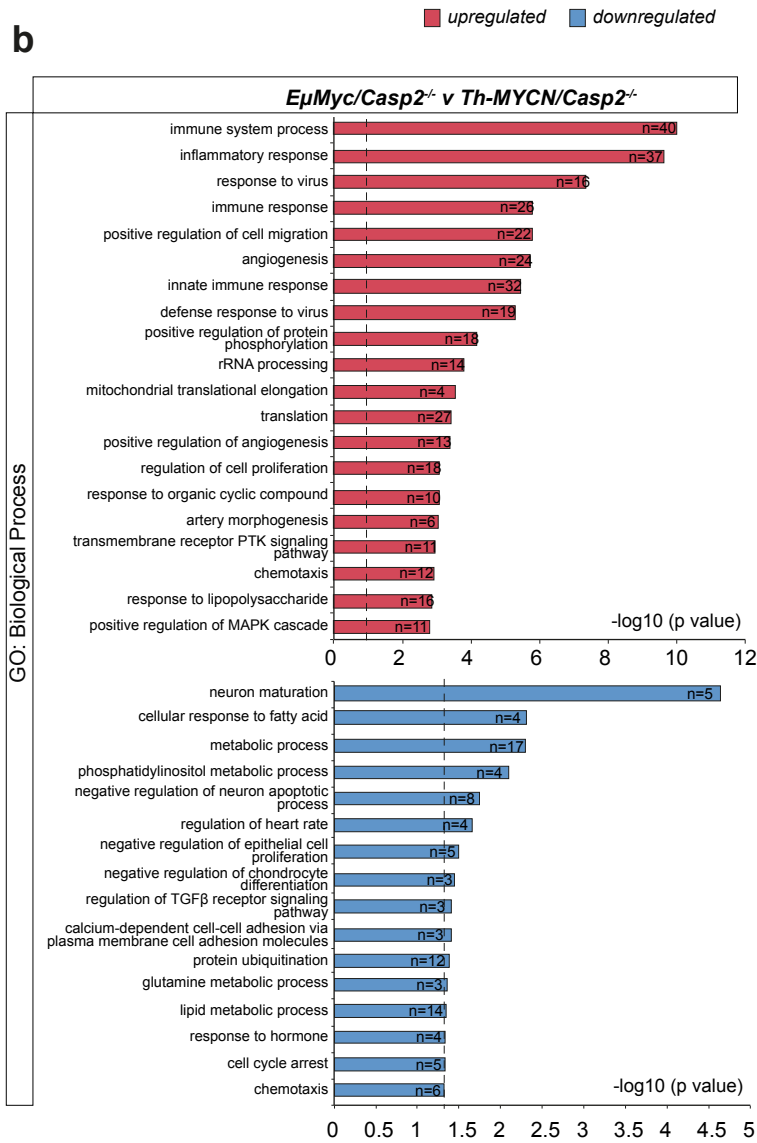

c

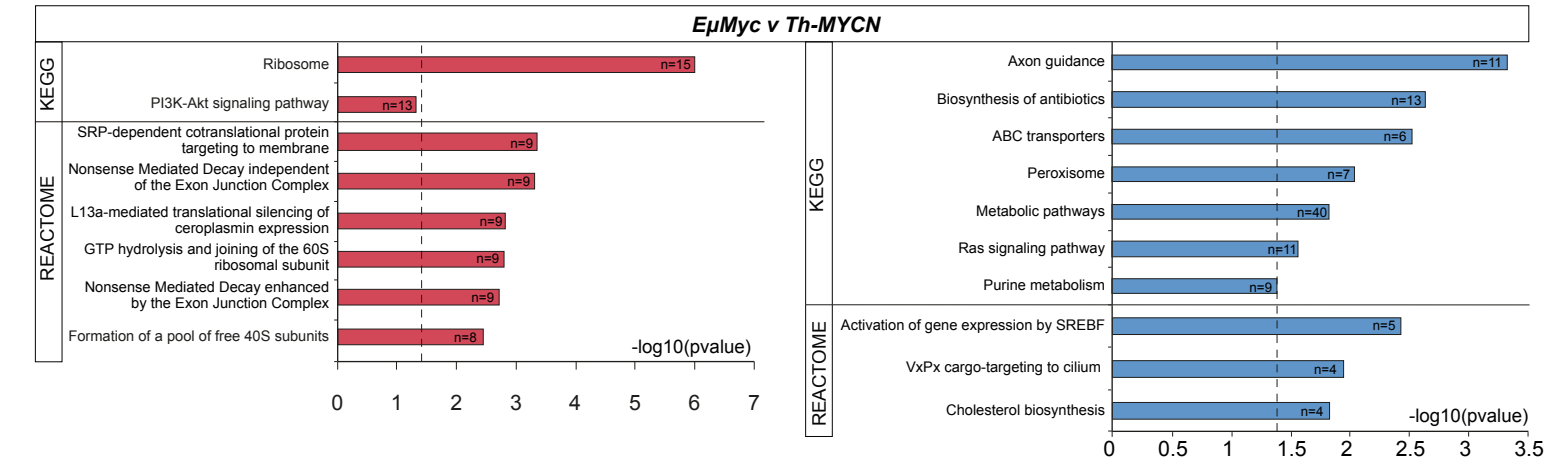

Supplementary Figure S4

How the deposited data were processed for this re-analysis (not part of the article)

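Gene expression was measured by RNA sequencing of 15 mouse tumors, 1 library per mouse. They were 4 *EμMyc* and 3 *EμMyc/Casp2*-/- lymphomas from cervical lymph nodes, and 4 *Th-MYCN* and 4 *Th-MYCN/Casp2*-/- neuroblastomas. The condition of each tumor was taken from the authors' labels and Supplementary Table S1a, which also gives sex and age at onset. A further *EμMyc/Casp2*-/- tumor, which the paper removed, is not analysed here. The label of tumor EuMyc743b carries a letter that Supplementary Table S1a does not, with the same genotype and onset, and both were taken as the same mouse.

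The values used are counts of reads per gene. The authors enriched poly(A) RNA, sequenced single-end reads of 50 bases on an Illumina HiSeq, checked them with FastQC, aligned them to mm10/GRCm38 with STAR, counted reads per gene with STAR, and deposited the counts without normalization. Each library has 3 counts per gene, for either strand and for each strand, over 23329 genes. The second strand column was used because Supplementary Table S1b of the paper holds the same values. The paper's text does not name the release of the gene annotation. Positions of genes were taken from a GRCm38 annotation by gene symbol, and 89.7% of the tested genes could be placed.

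Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with over 1 CPM in at least 3 tumors were kept, which left 14880. The paper's text does not name its low-count filter. Library sizes were scaled by TMM, dispersions came from estimateDisp, and a single negative binomial model with 4 group means was fitted to all tumors. Contrasts gave *Th-MYCN/Casp2*-/- against *Th-MYCN*, *EμMyc/Casp2*-/- against *EμMyc*, *EμMyc* against *Th-MYCN*, *EμMyc/Casp2*-/- against *Th-MYCN/Casp2*-/-, and the interaction of genotype and tumor type. The test was edgeR's likelihood ratio test (LRT), and a DEG had a Benjamini-Hochberg FDR under 0.05 and an absolute log2 fold change over 1. The paper's FDR of 0.1 was used only for counts over the full lists of neuroblastoma and cancer genes. Terms, pathways and single genes from these lists, the *Bcor* genes included, were judged at 0.05. Standard errors are those of the log2 fold change in the fitted model. CPM values are scaled by TMM, and CPM on a log2 scale has a prior count of 2. Distances between tumors are leading log2 fold changes over the 500 top genes of each pair. Groups of fewer than 10 tumors were compared by 2-sided exact permutation tests, and shares of genes by 2-sided Fisher's exact tests.

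The choice of test decides much of the number of DEGs between genotypes. The LRT was chosen because the paper's Supplementary Table S2 gives likelihood ratios, and it called 28 up and 93 down genes in the neuroblastomas and 170 and 45 in the lymphomas. The stricter quasi-likelihood test (QLF) of edgeR called 1 and 4, and 14 and 7. Both were tested on simulated data, with counts drawn from the fitted means and dispersions and 200 genes changed. In the design of the neuroblastomas the LRT had 156 recovered and 31 of 187 calls false, QLF 138 recovered and 12 of 150 calls false and DESeq2 161 recovered and 31 of 192 calls false. In that of the lymphomas the LRT had 139 recovered and 23 of 162 calls false, QLF 126 recovered and 9 of 135 calls false and DESeq2 141 recovered and 28 of 169 calls false. In the comparison left unchanged, the LRT called 0 genes in the first simulation and 11 in the second, QLF 0 and 0, and DESeq2 5 and 10. All numbers of DEGs were also computed for other splits of the same tumors.

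Libraries held 4940464 to 17638029 reads in the second strand column. At 3 reads the smallest detectable value was 0.170 to 0.607 CPM, which covers counting error only. Pairs of tumors of the same group differed by far more than counting error, with a chi-square per degree of freedom of 17.0 to 81.6 over 21 pairs, so no library is a copy of another.

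As checks of the labels, *Casp2* is reported with its result. *Xist* had a log2 fold change of 9.32 in the lymphomas (LRT FDR 0.0247, QLF FDR 0.356), where the only female is an *EμMyc/Casp2*-/- mouse, and of 0.74 in the neuroblastomas (LRT FDR 1). *Mycn* had -0.25 between *Th-MYCN/Casp2*-/- and *Th-MYCN* tumors (LRT FDR 1) and *Myc* -0.39 between *EμMyc/Casp2*-/- and *EμMyc* tumors (LRT FDR 0.841). Of 19 values stated in the paper's text that were compared, 2 differed by more than 1.5 times. Within that margin the counts of DEGs were larger here than in the paper in every comparison. Of 57 log2 fold changes of named genes in its supplementary tables 0 differed by more than the standard error, the largest difference being 0.0284.

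The genes named in the text are those that the paper's results and discussion name for a comparison, in that comparison, with *Casp2*, *Xist*, *Myc* and *Mycn*. To these were added, in each comparison of genotypes, the 5 DEGs with the smallest FDR among those whose groups do not overlap. Lists of more than 9 genes, and lists given only in supplementary tables, are reported as counts and ranges. Some genes that this rule covers are not reported here. Components of TGFβ signaling were taken as *Tgfb1* to *Tgfb3*, *Tgfbr1* to *Tgfbr3*, *Smad1* to *Smad7* and *Smad9*.

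Alternatives were DESeq2, QLF, filterByExpr, no low-count filter, robust dispersion, the earlier edgeR dispersion estimates, RLE normalization, a fit of only the groups compared, sex as a covariate, an FDR of 0.1, and leaving out each tumor in turn. For distances, all genes and 1 minus Spearman's rho were tried as well. Counting the reads of either strand was added later. Gene set enrichment and quantitative PCR were not run, and enrichment of gene categories was not tested. The lists that the paper gives for each category were looked up instead. They hold genes that the paper called from the same counts, so their calls here do not test the categories.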

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

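Of the tests used in this part, that of the strand column and the look at the marker scores of tumor MYCN175 were chosen only after the result was seen. Each gene named in the text was searched, in each group of 4 tumors, for a tumor that lay far from the other 3. Measures of the libraries, such as depth, were searched in the same way. In 146 searches of both kinds the gap to the nearest tumor passed the critical share of the range in 10, all for genes. About 7.30 of the 146 are given by chance. Tumor MYCN175, the *Th-MYCN* tumor with the latest onset, stood apart for 5 of the 10. In log2(CPM + 1) its gap took 0.926 of the range for *Megf6* (1.10 CPM against 8.57 to 9.81 CPM in the other tumors) and 0.903 for *Ntrk3* (62.9 CPM against 9.33 to 11.3 CPM). The share was 0.850 for *Fzd1* (1.71 CPM against 2.54 to 2.71 CPM), 0.833 for *Rcn1* (97.0 CPM against 218 to 257 CPM) and 1 for *Hesx1*, seen at 0.183 CPM in this tumor and in no other *Th-MYCN* tumor. The library of tumor MYCN175 was of usual depth and composition for its group. It held 16259410 reads, where the group ran from 13862487 to 17638029, its TMM factor was 1.01, where the group ran from 0.983 to 1.01, and its 10 largest genes took 3.52% of the reads, where the group ran from 3.35 to 3.76%. Library size, scaling and a few dominant genes are therefore poor explanations. Over the endothelial markers outside the DEG lists its mean log2 CPM was 3.31, above the 2.05 to 2.68 of the other *Th-MYCN* tumors, while its macrophage and brown fat scores lay within theirs. Whether vessel cells account for the genes above was not tested. Leaving tumor MYCN175 out gave 53 up and 134 down DEGs in the neuroblastomas.

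Single tumors stood apart for 5 more results. In the *Th-MYCN* group these were tumor MYCN332 for *Dkk2* (0.847 of the range, 2.14 CPM against 0.436 to 0.618 CPM), and tumor MYCN391 for *Six3* (0.919, 2.84 CPM against 0 to 0.115 CPM) and *Elf4* (0.836, 11.0 CPM against 4.50 to 5.25 CPM). In the *Th-MYCN/Casp2*-/- group these were tumor MYCNC2ko118 for *Ntrk3* (0.881, 10.6 CPM against 2.96 to 3.49 CPM) and tumor MYCNC2ko176 for *Gldn* (0.883, 0.0964 CPM against 0.450 to 0.504 CPM). *Six3*, *Hesx1* and *Gldn* were measured here with few reads, near the smallest detectable value in part of the tumors. For these 5 no explanation was tested beyond the number expected by chance.

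The effect of *Casp2* loss differed between the tumor types for 136 genes by the LRT test of the interaction. Among them were 20 of the 78 genes named in the text. The interaction log2 fold change, which is the effect in the lymphomas minus that in the neuroblastomas, was 4.74 for *Rcn1*, 5.26 for *Prdm16*, -4.58 for *Pitpnm2*, 5.08 for *Ccdc30* and 4.01 for *Vill*, and only these 5 of the 20 also had a QLF FDR under 0.05. By the LRT alone it was 12.52 for *Six6*, 10.52 for *H19*, 7.86 for *Megf6*, 6.89 for *St18*, 6.46 for *Lef1*, 4.83 for *Shisa3*, 4.76 for *Astn2*, 4.62 for *Tcf7*, 3.54 for *Ttbk1*, 3.21 for *Batf3*, 3.21 for *Mitf*, 2.55 for *St3gal5*, 2.24 for *Cyb561*, 2.11 for *Gch1* and 1.23 for *Rftn1*. A difference of this size between groups of tumors is not rare, since 6 of 100 splits that exchanged genotypes within each tumor type, the real one included, gave at least as many genes. By QLF 3 of the splits gave at least its 8 genes. With each tumor left out in turn the number lay between 55 and 319. The number of LRT calls can therefore not be told apart from what the differences between single tumors give, while that of QLF was reached in fewer splits. Splits of the total do not test single genes.

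Reads that the paper did not count make up about as many as those it did. The first strand held at least 51.7% of the reads of either strand in every library, and the second at least 49.6%, as a library without strand information would give. Reads that overlap a gene on each strand count for neither gene when either strand is counted, so the shares need not add up. Counting either strand gave 97 DEGs in the *Th-MYCN/Casp2*-/- comparison, 11 of them not called from the second strand, and 237 in the *EμMyc/Casp2*-/- comparison, 62 of them not called from it. In the *Th-MYCN/Casp2*-/- comparison 86 calls were common to both ways of counting. A library without strand information is a candidate explanation for the reads of the first strand. Whether antisense transcripts add to them gene by gene was not tested.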

How the results depend on the processing

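The model, its thresholds and every alternative but the count of reads on either strand were chosen before the data were examined, and that count was chosen after seeing the data. No paired analysis was possible because each tumor came from a mouse of its own and no mouse number is shared between groups.

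The number of genes called between tumor types hardly depended on the processing. It kept within 1.5 times its value in every fit. Apart from the fits with a tumor left out it ran from 6749 to 7944 DEGs between *EμMyc* and *Th-MYCN* tumors and 6615 to 7882 between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors over the alternatives, and the genes called only between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors were 653 to 922 up and 429 to 615 down. With a tumor left out these numbers ran from 6737 to 7021, from 6847 to 7121, from 579 to 782 and from 404 to 508. The separation of the tumor types in distance kept the smallest possible exact permutation p in every fit of the 15 tumors.

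The number of genes called between genotypes depended above all on the test. With QLF in place of the LRT the 28 up DEGs of the neuroblastomas became 1 and the 93 down DEGs 4, the 170 up DEGs of the lymphomas 14 and the 45 down DEGs 7, the 136 interaction genes 8, and the 16 genes with opposite calls between the tumor types 8. *Megf6*, the 1 gene shared by the comparisons of genotypes, was not shared by QLF, which left 0, while 1008 and 1269 genes had an unadjusted QLF p under 0.05. On simulated counts with 200 changed genes the LRT recovered 156 in the design of the neuroblastomas and 139 in that of the lymphomas, with 31 and 23 false calls, and QLF recovered 138 and 126, with 12 and 9 false calls. The share of false calls was 16.6% and 14.2% for the LRT and 8% and 6.67% for QLF, at an FDR of 0.05, and QLF found fewer of the changed genes. Each design was simulated 1 time, so small departures from the FDR are not resolved. Counts were drawn gene by gene, so no simulated tumor departs from its group for many genes together. The shares of false calls therefore need not hold for the DEGs of the data, of which QLF kept a far smaller part.

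Fitting only the tumors of a comparison moved the counts of the neuroblastomas up, to 97 up and 180 down, and those of the lymphomas down, to 21 up and 14 down. It left 8 genes with opposite calls and 0 shared. With sex as a covariate there were 11 up and 43 down DEGs in the neuroblastomas, 72 up DEGs in the lymphomas, 76 interaction genes, 8 with opposite calls and 0 shared. At an FDR under 0.1 there were 48 up DEGs in the neuroblastomas, 70 down in the lymphomas, 213 interaction genes, 28 with opposite calls and 2 shared. *Megf6* was the shared gene in none of the fits without the low-count filter, with RLE normalization and with reads of either strand, which left 0, 0 and 0 shared genes. The unadjusted LRT p was under 0.05 for 1157 and 1471 genes of the comparisons of genotypes. The causes of these changes were not tested. DESeq2, filterByExpr, robust dispersion and the earlier edgeR dispersion estimates kept all these counts within 1.5 times the main value.

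Leaving out each tumor in turn gave 5 to 53 up and 23 to 134 down DEGs across the 8 fits of the neuroblastomas, and 57 to 458 up and 18 to 88 down across the 7 of the lymphomas. The fewest up DEGs of the lymphomas came without tumor EuMycC2ko215 and the most without tumor EuMycC2ko245. Across 15 fits the interaction had 55 to 319 genes, the opposite calls 8 to 26 and the shared genes 0 to 2. Genes reversed only in such fits. Without tumor EuMycC2ko215, *Arhgef16* went to -4.44 (range over the fits -4.44 to 2.92), *Tdrd5* to -3.35 (-3.35 to 7.24), *Il2ra* to -0.17 (-0.17 to 1.64) and *Xist* to -0.00996 (-0.00996 to 9.92). Without tumor MYCNC2ko144, *Xist* in the neuroblastomas went to -0.24 (-0.24 to 1.42). For *Xist* in the lymphomas the cause is known, since the tumor left out came from the only female mouse.

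Of the 83 results for single genes in the text, 55 were past the threshold. Over 1352 fits with an alternative they kept their direction and call in 1079, gained a call in 37 and reversed in 5, and in the rest lost the call. Leaving out a tumor, in 611 of these fits, took 137 of the calls and added 18. QLF took 44, sex as a covariate 27, fitting only the tumors compared 12 and DESeq2 4. No low-count filter took 3, the earlier dispersion estimates 3 and RLE normalization 1. The earlier dispersion estimates added 7, fitting only the tumors compared 5, DESeq2 4, RLE normalization 2 and filterByExpr 1. Counts of DEGs within the paper's gene lists moved in 303 of 1121 fits, and counts of DEGs without overlap between groups in 34 of 70.

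Depth limited the genes with few reads. At 3 reads the smallest detectable value was 0.607 CPM in tumor EuMycC2ko215, the least deeply sequenced, and 0.170 CPM in the deepest library, so that *Hesx1* in the neuroblastomas and *Ccdc27* in the lymphomas, each with reads in a single tumor, cannot show whether the genotypes differ.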

Differences from the paper's values

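For the highest number of reads (M) per sample the paper gives 30. The largest library held 52.5, that is 52545075 reads summed over all the categories that STAR reports, and no alternative bears on that number.

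For *Th* the paper's FDR between *Th-MYCN/Casp2*-/- and *Th-MYCN* tumors is 0.584 in its text, and the value here was 0.0546. None of the alternatives set before the data were examined closed the gap, with values from 8.66e-05 when only the neuroblastomas were fitted to 0.279 without tumor MYCN391. QLF gave 0.220 and DESeq2 0.114. The paper also lists *Th* for the dopaminergic synapse, among genes that it chose at an FDR under 0.1. Its 0.584 therefore conflicts with its own list, while the 0.0546 found here does not.

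Some genes or directions stated in the paper were not found in the same form. The paper lists *Fzd1* with reduced Wnt components in *Th-MYCN/Casp2*-/- tumors, and in another sentence reports its increase by quantitative PCR. In the counts it was higher in every *Th-MYCN/Casp2*-/- tumor, with a log2 fold change of 2.34 (LRT FDR 0.0911). It lists *Ntrk3* as decreased in these tumors, and here it did not pass (LRT FDR 0.459). It names a *Megf6* and *Prdm1* cluster on chromosome 4, where the annotation places *Prdm16*. *Prdm1* lies on chromosome 10 and had a log2 fold change of 0.77 in the lymphomas (LRT FDR 0.754). It names genes of the *Bcor* signature as upregulated in *EμMyc/Casp2*-/- tumors, from a list chosen at an FDR of 0.1. Here *Cr2* and *Hivep3* had an LRT FDR under 0.05 (0.0198 and 0.0488). *St3gal5*, *Ube2l6*, *Camkk1* and *Slamf1* had one under 0.1 only (0.0505 to 0.0794). *Bcl6* and *Lef1* did not pass at either threshold (0.166 and 0.661). For *Lef1* the paper also reports an increase by quantitative PCR in other *EμMyc/Casp2*-/- tumors. The paper gives higher *Cd4*, *Il2ra* and *Lag3* in *EμMyc/Casp2*-/- tumors, and here the LRT FDR was 0.0482, 0.681 and 0.0848. The paper's methods give 4 tumors per genotype, and 3 *EμMyc/Casp2*-/- tumors were analysed here, after the removal that the paper describes.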

Other observations

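The tests on endothelial and brown fat markers, the T-cell score as a covariate, genes that differ by sex, the depth of tumor EuMycC2ko215, the Y chromosome genes of mouse MYCNC2ko176, the same genes of chromosome 6 in both comparisons and the neighbours of *Prdm16* were chosen only after the result was seen. The others were planned.

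The up DEGs of the *EμMyc/Casp2*-/- tumors included many T-cell genes, and tumor EuMycC2ko215 was the *EμMyc/Casp2*-/- tumor with the highest expression for 125 of the 170. More T cells or thymus tissue in the sample is a candidate explanation. Cervical lymph nodes were the source of the lymphomas. Of 17 T-cell markers listed in advance, 7 were outside the DEG lists. Their mean log2 CPM was 6.10 in tumor EuMycC2ko215, 3.02 in tumor EuMycC2ko239 and 2.66 in tumor EuMycC2ko245, all 3 above the *EμMyc* tumors, at 0.48 to 2.61 (2-sided exact permutation test, p = 0.0286, the smallest that 3 tumors against 4 allow). Over 4 of 10 thymus markers outside the DEG lists tumor EuMycC2ko215 had 6.42, while tumors EuMycC2ko239 and EuMycC2ko245, with 2.18 and 2.45, lay within the *EμMyc* tumors, at -1.46 to 2.56 (2-sided exact permutation test, p = 0.114). Over all 7 with reads the 3 tumors had 6.94, 2.04 and 1.97, all above the *EμMyc* tumors, at -0.56 to 1.62 (exact permutation test, p = 0.0286), but these take in DEGs. With the T-cell score in the model 31 up and 26 down DEGs were called, against 110 and 30 with a score of B-cell markers. The T-cell score follows genotype in these tumors, so the lower number of calls cannot tell T cells from an effect of genotype. T cells in the samples therefore remain as an explanation, and so does thymus tissue, most clearly for tumor EuMycC2ko215, and whether more of them entered because of *Casp2* loss cannot be told apart from a mixed sample.

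Tumor EuMycC2ko215 also came from the only female of the lymphomas. Without it 57 up DEGs were called, a few of them not among the 170, against 124 to 458 without another tumor, but sex cannot be told apart from anything else that sets tumor EuMycC2ko215 apart. Of the 170 up DEGs 122 lost their call without it. Of these, 109 could be tested for sex in the neuroblastomas, where both sexes occur in each genotype, and 2 differed, among 8 such genes of 13962. This test cannot decide on sex, since 8 tumors find few genes that differ by sex. The up DEGs also include many T-cell genes, which have few reads in the neuroblastomas. Over all T-cell markers with reads the neuroblastomas had a mean log2 CPM of 0.10 to 0.87, against 6.55 in tumor EuMycC2ko215. Sex is therefore not excluded. The library of tumor EuMycC2ko215 was the smallest, at 4940464 reads. With every library thinned to this depth there were 157 up and 46 down DEGs in the lymphomas, and 29 and 72 in the neuroblastomas, so depth is an unlikely explanation. Tumor EuMycC2ko215 had a median Spearman correlation of 0.917 with the other lymphomas, the lowest among them, where the next was 0.953. The *EμMyc/Casp2*-/- mice also had their onset at 8 to 12 weeks and the *EμMyc* mice at 13 to 19 weeks, and no test here can tell age from genotype.

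Of the 35 splits of the lymphomas into 4 and 3, 10 gave at least as many DEGs as the genotypes, which had 170 up and 45 down, the largest 736, and with QLF 6 gave at least its 21. The number of DEGs in the lymphomas therefore cannot be told apart from differences between single tumors. In the neuroblastomas 1 of 35 splits, the real one, gave 121, and the largest number among the others was 84. Between *EμMyc* and *Th-MYCN* tumors and between *EμMyc/Casp2*-/- and *Th-MYCN/Casp2*-/- tumors 1 and 1 of 35 splits, again the real ones, gave as many as observed.

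Of the 45 down DEGs of the lymphomas, 25 were highest in tumor EuMyc835 among the *EμMyc* tumors. Salivary gland, which lies beside the cervical nodes, may have been part of some samples. Over 6 of 15 salivary gland markers outside the DEG lists, tumors EuMyc835 and EuMyc743b, with mean log2 CPM of 4.43 and 3.17, were the 2 *EμMyc* tumors above every *EμMyc/Casp2*-/- tumor. Tumor EuMyc829 had 2.35 and tumor EuMyc614 had -0.48, while *EμMyc/Casp2*-/- tumor EuMycC2ko245 had 2.41. The groups as a whole did not differ (2-sided exact permutation test, p = 0.229). Over all 14 markers with reads, tumors EuMyc835, EuMyc743b and EuMyc829 had 6.44, 4.85 and 4.51, and the *EμMyc/Casp2*-/- tumors at most 1.06. Tumor EuMyc614 had -0.39, and the groups did not part (2-sided exact permutation test, p = 0.0857). These markers take in DEGs, which favors a difference. Gland tissue in some *EμMyc* samples thus remains an explanation for part of the down DEGs.

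The paper selected neuroblastomas of both genotypes with little or no blood vascularization. Fewer macrophages, vessel cells or brown fat cells were weighed as explanations for the down DEGs of the *Th-MYCN/Casp2*-/- tumors. Over 13 macrophage markers the *Th-MYCN/Casp2*-/- tumors had 3.43 to 4.06 and the *Th-MYCN* tumors 3.47 to 4.33 in mean log2 CPM, and 1 *Th-MYCN/Casp2*-/- tumor lay below all *Th-MYCN* tumors (2-sided exact permutation test, p = 0.486). Over 8 of 10 endothelial markers outside the DEG lists they had 1.83 to 2.43 and 2.05 to 3.31, and 2 lay below all *Th-MYCN* tumors (p = 0.0857 by the same exact test). Over all 10 endothelial markers, which take in the 2 in the DEG lists, the *Th-MYCN/Casp2*-/- tumors had 1.95 to 2.48 and the *Th-MYCN* tumors 2.39 to 3.40, and 3 of the 4 lay below all *Th-MYCN* tumors (exact permutation test, p = 0.0571). Over 8 brown fat markers, none of them a DEG, they had 0.24 to 2.25 and 1.04 to 3.67, and 3 lay below all *Th-MYCN* tumors (exact permutation test, p = 0.0571). None of these cell types was lower in every *Th-MYCN/Casp2*-/- tumor. Macrophages are therefore an unlikely explanation, and a part played by vessel cells is not excluded. Tumor MYCNC2ko118 had a higher brown fat score than *Th-MYCN* tumor MYCN332 (2.25 against 1.04), and 69 of the 93 down DEGs were lower in every *Th-MYCN/Casp2*-/- tumor than in every *Th-MYCN* tumor, so less brown fat does not account for these by itself. The other down DEGs cannot be told apart from it.

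DEGs of the comparisons of genotypes were frequent on chromosome 6, which carries *Casp2*. They were 29 of 661 tested genes there (4.39%) and 278 of 12692 elsewhere (2.19%; 2-sided Fisher's exact test, p = 0.000769), over the 89.7% of tested genes with a position. The excess held for 12 genes in the neuroblastomas (Fisher's exact test, p = 0.0132) and 17 in the lymphomas (Fisher's exact test, p = 0.0282). A candidate explanation is DNA of another strain carried along with the targeted *Casp2* allele. Within 10 Mb of *Casp2* 5 of 98 genes were DEGs (Fisher's exact test, p = 0.0753), namely *Zc3hav1*, *Casp2*, *Krba1*, *Gimap4* and *Tmem176b*. The number of chromosome 6 genes called in both comparisons was 0, but only 1 gene of all chromosomes, *Megf6*, was called in both. *Casp2* itself was not called in the neuroblastomas (LRT FDR 0.101). The count of 0 therefore cannot speak against carried DNA. *Casp2*, the deleted gene, is itself counted in the 29, the 17 and the 5. *Cd4*, *Cd8a* and *Cd8b1* are also on chromosome 6, so T cells add to the excess in the lymphomas. Carried DNA thus remains open. Of the 12 chromosome 6 DEGs of the neuroblastomas, only *Zc3hav1* lay within 10 Mb of *Casp2*, so their excess is mostly not beside the gene. The excess in the lymphomas takes in *Casp2* and T-cell genes and was not tested without them. The lack of common genes also says little because of the strains. The neuroblastomas came from mice of mixed Sv129 and C57BL/6 strain, in which the controls can carry the same DNA, and the lymphomas from C57BL/6 mice. Tumor type and strain cannot be told apart, and no strain was read from the counts.

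*Prdm16* was higher in each *EμMyc/Casp2*-/- tumor (13.9, 11.0 and 23.8 CPM) than in the *EμMyc* tumors. More copies of its DNA, which the paper proposes for such regions, would be expected to raise its neighbours, and 0 of the 8 tested genes within 500 kb were higher in every *EμMyc/Casp2*-/- tumor. The test is weak, because 4 of the 8, *Megf6* among them, have few or no reads in some of these tumors and the others all lie on the same side of *Prdm16*. A gain of *Prdm16* alone is not excluded. In tumor EuMycC2ko215 *A430005L14Rik* (41.4 CPM) and *Tprgl* (151 CPM) were also highest, but between them *Dffb* (34.6 CPM) and *Lrrc47* (209.8 CPM) were not, with up to 64.6 and 276 CPM in tumor EuMyc829. *Megf6* (8.99 CPM), *Arhgef16* (3.13 CPM) and *Ccdc27* (0.781 CPM) were highest in tumor EuMycC2ko215. On the same stretch tumor EuMyc614 was low for *Dffb* (0.612 CPM, with 34.6 CPM or more in the other lymphomas), *Lrrc47* (67.4 CPM, with 188 CPM or more) and *A430005L14Rik* (2.71 CPM, with 12.0 CPM or more). Other explanations of *Prdm16*, which kept its call in all 16 alternative fits, were not tested.

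Mouse MYCNC2ko176 of the *Th-MYCN/Casp2*-/- group is listed as female and had 364 reads of *Xist*, or 35.1 CPM, where the 5 other female mice had 1666 to 3735 CPM and the males 0.342 to 1.87 CPM. A male mouse is an unlikely explanation, since its reads on *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* came to 0.193 CPM, with 0.0720 to 0.781 CPM in the other females and 16.1 to 384 CPM in the males. Loss of the inactive X chromosome in the tumor was not tested. Among the males, mouse EuMyc829 had the 16.1 CPM, and the others at least 133 CPM.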
